# Riluzole Administration to Rats with Levodopa-Induced Dyskinesia Leads to Loss of DNA Methylation in Neuronal Genes

**DOI:** 10.3390/cells10061442

**Published:** 2021-06-09

**Authors:** Luca Pagliaroli, Abel Fothi, Ester Nespoli, Istvan Liko, Borbala Veto, Piroska Devay, Flora Szeri, Bastian Hengerer, Csaba Barta, Tamas Aranyi

**Keywords:** dyskinesia, levodopa, Riluzole, abnormal involuntary movements, Tourette syndrome, epigenetics, DNA methylation, Reduced Representation Bisulfite Sequencing (RRBS)

## Abstract

Dyskinesias are characterized by abnormal repetitive involuntary movements due to dysfunctional neuronal activity. Although levodopa-induced dyskinesia, characterized by tic-like abnormal involuntary movements, has no clinical treatment for Parkinson’s disease patients, animal studies indicate that Riluzole, which interferes with glutamatergic neurotransmission, can improve the phenotype. The rat model of Levodopa-Induced Dyskinesia is a unilateral lesion with 6-hydroxydopamine in the medial forebrain bundle, followed by the repeated administration of levodopa. The molecular pathomechanism of Levodopa-Induced Dyskinesia is still not deciphered; however, the implication of epigenetic mechanisms was suggested. In this study, we investigated the striatum for DNA methylation alterations under chronic levodopa treatment with or without co-treatment with Riluzole. Our data show that the lesioned and contralateral striata have nearly identical DNA methylation profiles. Chronic levodopa and levodopa + Riluzole treatments led to DNA methylation loss, particularly outside of promoters, in gene bodies and CpG poor regions. We observed that several genes involved in the Levodopa-Induced Dyskinesia underwent methylation changes. Furthermore, the Riluzole co-treatment, which improved the phenotype, pinpointed specific methylation targets, with a more than 20% methylation difference relative to levodopa treatment alone. These findings indicate potential new druggable targets for Levodopa-Induced Dyskinesia.

## 1. Introduction

Hyperkinetic movement disorders, or dyskinesias, are a variable group of disorders characterized by excessive and abnormal repetitive involuntary movements due to dysfunctional activity of the basal ganglia, cerebral cortex, cerebellum, and other motor pathways. Dyskinesias arise from widely different etiologies, ranging from neurodevelopmental alterations (e.g., tics in Tourette syndrome), genetic abnormalities (e.g., dystonia), neurodegenerative diseases (e.g., chorea in Huntington’s disease), and administration of drugs (e.g., Levodopa-Induced Dyskinesia in Parkinson’s disease) [1]. 

Levodopa-Induced Dyskinesia (LID) develops in almost 80% of patients with Parkinson´s disease (PD) following 5–10 years of levodopa treatment (L-DOPA). Once established, LID becomes a disabling symptom that severely hampers the quality of life [2,3]. There are different strategies to manage the manifestation of LID: administration of lower doses of L-DOPA, treatment with (extended-release) amantadine, and antiepileptic [4,5,6,7,8], anti-psychotic [9], or anti-glutamatergic drugs [10,11]. However, all these treatments show inconsistent results coupled with side effects indicating the need for better solutions. Deep-brain stimulation is a further, but rarely used, strategy due to its invasive nature [12,13]. This makes LID a major focus of research, especially considering that L-DOPA treatment in Parkinson´s disease is unavoidable, as it supplies the striatum, a major component of the basal ganglia involved in motor function, with the dopamine it lacks after the neurodegeneration of the dopaminergic neurons located in the substantia nigra [14].

The pathological mechanism of LID is still not fully understood. Fortunately, LID has been successfully modelled for over a decade in rodents of different ages and primates [15,16]. In the LID model, toxin-induced neurodegeneration of nigrostriatal dopaminergic neurons and the subsequent chronic treatment with L-DOPA induce abnormal involuntary movements (AIMs) [17]. Thus, this model provides a sound basis for the investigation of the molecular mechanisms and testing new therapeutic approaches. It has been shown that the activation of the dopamine D1 and D2 receptor cAMP-PKA pathway [18,19] and the glutamatergic and serotoninergic neurotransmission, ERK signaling, are involved in the pathogenesis of LID [20,21,22,23].

Riluzole, a neuroprotective and glutamate transmission modulator used to treat amyotrophic lateral sclerosis, has proven its efficacy in modulating AIMs in rodent models [24,25,26]. Moreover, Riluzole was also shown to be effective in treating motor disorders seen in Huntington’s disease or multiple system atrophy [27,28] and was tested in PD with controversial effects. Although the mechanism of action of Riluzole is still not fully understood, it mostly exerts anti-glutamatergic functions, but it can also modulate the release of acetylcholine, dopamine, serotonin, and GABA through mechanisms independent of glutamate receptors, and inhibit tetrodotoxin-sensitive Na+ channels [21,29]. One of the most interesting peculiarities of Riluzole in clinics is its safe profile for adolescents as well making it a promising drug for many tic/movements disorders [27].

In recent years, there has been considerable evidence suggesting that hyperkinetic/tic movement disorders may arise not only from the well-defined genetic mechanisms, but also from underlying epigenetic mechanisms [30,31,32,33].

The latter mechanisms regulate gene expression through the covalent modifications of chromatin resulting in the opening or closing of the structure, and hence are considered ‘epi’ genetic as they exert their effect without modifying the DNA sequence. DNA methylation is an extensively studied epigenetic modification with clinical relevance [34]. In mammals, methylation occurs primarily in CpG dinucleotides [35], enriched in regions of the genome with short CG-rich sequences (CpG islands, CGI) frequently found in regulatory sequences of genes [36,37]. Therefore, in addition to repeat elements of the genome, DNA methylation targets primarily promoters and enhancers and regulates gene expression. Indeed, methylation of these regions predominantly inhibits the transcription of genes. Although DNA methylation is essential for the maintenance of long-term neuronal and behavioral memory, the methylation pattern can change as a consequence of environmental stimuli leading to tissue-specific methylation [38,39]. As DNA methylation can dynamically change under various conditions [39,40,41,42], it was suggested to play a major role in the development of LID [33].

Although it has been suggested and shown that LID can influence DNA methylation, very few studies are available to date, and no effect on methylation of the signal transduction pathways was observed. Therefore, in our study, we investigated the changes in DNA methylation that might play a role in the appearance of AIMs in a LID model. The effect of Riluzole on DNA methylation has never been studied before. Hence, we also studied the rat model treated with Riluzole to identify potential new targets for LID.

## 2. Materials and Methods

### 2.1. Abnormal Involuntary Movements (AIMs) Rat Model

In this study, we used samples from an Abnormal Involuntary Movements (AIMs) animal model described in our previous paper [16]. As shown in Figure 1, juvenile male Wistar rats underwent a unilateral stereotaxic surgery with the injection of 6-Hydroxydopamin (6-OHDA) into the left medial forebrain bundle at post-natal day (PND) 21. Two weeks after surgery (PND 35), the animals were randomly divided into 3 groups and received a chronic treatment (6 times in 2 weeks, intra-peritoneally (i.p.)). The first group was administered with saline (UNT); the second group (L-DOPA) was chronically administered with a solution of L-DOPA methyl ester hydrochloride and benserazide (Sigma-Aldrich Chemie GmbH, Taufkirchen, Germany) in saline (6/15 mg/kg, i.p.), while the third group (L-DOPA + R) was administered L-DOPA/benserazide (6/15 mg/kg, i.p.) and Riluzole (Sigma-Aldrich Chemie GmbH, Germany) dissolved in 1% Tween (6 mg/kg, i.p.). At the end of the chronic treatment at PND 53, the animals were sacrificed two hours after the administration of a final pharmacological treatment. The brain was removed and contralateral (control) and ipsilateral (lesioned) striata were extracted, snapped frozen in liquid nitrogen, and stored at −80 °C.

### 2.2. AIMs Scoring

AIMs scoring followed a well-established rating scale [43] according to which AIMs are subdivided into 3 subtypes: limb dyskinesia, axial dystonia, and orolingual dyskinesia. Each subtype was scored on a scale from 0 to 4 (0 = absent; 1 = occasional; 2 = frequent; 3 = continuous but interrupted by sensory distraction; 4 = continuous and severe, not interrupted by sensory distraction). As described in our previous paper [16], subsequent to the administration of the drug treatment, the rats were individually observed for 1 min every 20 min for 180 min to detect the presence of AIMs. The AIM score was generated as the sum of the independent scores of each body part per time point.

### 2.3. Reduced Representation Bisulfite Sequencing (RRBS)

Three rats per group were randomly chosen for the analysis. Recently published RRBS studies often use a similar or smaller number of animals for one or several/all groups [44,45,46,47,48,49,50,51].

Striata of the lesioned and contralateral sides were investigated by reduced representation bisulfite sequencing (RRBS) [52]. Genomic DNA was extracted using the AllPrep DNA/RNA/miRNA Universal Kit (QIAGEN) following manufacturer’s instructions. A premium RRBS kit (diagenode.com) was used for RRBS library preparation [53]. Briefly, 100 ng DNA was digested with MspI restriction enzyme which cuts DNA at C^CGG sequences regardless of the DNA methylation status. After adaptor ligation and size-selection, up to 6 samples were pooled according to the manufacturer’s instructions. Pooled samples were bisulfite treated, purified, and amplified resulting in high coverage for CpG islands and promoter regions while also retaining significant coverage of other genomic elements. The final libraries were quantified using the Qubit dsDNA HS Assay (Life Technologies), and the library profile was checked on the Bioanalyzer 2100 (Agilent). Libraries were then sequenced on the Illumina HiSeq 2000 platform (Single end 50 bp).

### 2.4. Bioinformatic Analysis

Illumina sequencing reads were quality checked with the FastQC (v0.10.0) software. The reads were adapter trimmed by trimgalore (v0.4.0), and an additional two nucleotides were removed from their 3′ ends using the *–rrbs* option. Trimmed reads were mapped to the rn6 genome using Bismark (v0.14.3.) tolerating one non-bisulfite mismatch per read (-n 1 option). After mapping, sam files were sorted by samtools (v1.4.1) and used by the MethylKit (v1.8.0) for further analysis. First, methylated and unmethylated Cs in CpG context were read in. Cs with 9< reads were kept. Similarity of samples was checked by calculating pairwise Pearson’s correlation. Differentially methylated sites (DMS) were extracted by using the calculateDiffMeth function with an overdispersion correction and the Chi square test without a threshold for a minimum difference, but with q < 0.01 significance [54]. DMSs were annotated according to the type of genomic region where they are located (promoter, exon, intron, intergenic or CpGisland, CpGshore, other). Hypo- and hypermethylated chromosomal positions were further annotated to obtain the nearest ENTREZ and RefseqIDs, Gene Names. DMS density was analyzed with 1 MB sized genomic bins.

## 3. Results

### 3.1. DNA Methylation Analysis

As described in our previous report [16], the chronic administration of L-DOPA after a unilateral 6-OHDA lesion induced strong abnormal involuntary movements in juvenile rats. The phenotype was partially rescued by the administration of Riluzole. Here, we used tissue samples from the striata of the rats of the previous study to uncover the role of DNA methylation in the development of the phenotype. 

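Both striata of 9 rats were sequenced, 3 rats in each of the UNT, L-DOPA and L-DOPA + R groups, so that each group had 3 control and 3 lesioned striata. The unilateral 6-OHDA lesion was made on postnatal day 21, and the treatment ran from postnatal day 35 to 49 with 6 administrations. A final treatment was given on postnatal day 53, and the striata were collected on the same day. Rats of the L-DOPA group received 6 mg/kg L-DOPA with 15 mg/kg benserazide, which limits the conversion of L-DOPA outside the brain, and rats of the L-DOPA + R group received 6 mg/kg Riluzole in addition. In RRBS, the DNA is digested with the restriction enzyme MspI, and unmethylated cytosines of the fragments are converted by bisulfite and read as T. For each striatum, the authors listed the cytosines of CpGs on each strand of rn6 with the number of reads and the percentage of these reads with a C or a T, after mapping with Bismark and without a minimum coverage. Between 30288745 and 49113957 calls were listed per striatum in UNT, between 18471279 and 30764504 in L-DOPA and between 19383285 and 25846139 in L-DOPA + R. Methylated and unmethylated reads were rebuilt from the coverage and the percentage, cytosines with at least 10 reads were kept, and the 2 strands of a CpG were merged. Groups were compared at each CpG with a logistic model with overdispersion correction and a chi-square test, and CpGs with a Benjamini-Hochberg q under 0.01 were called DMS, without a minimum difference. A difference in methylation is given in percentage points, as the first group minus the second, from the summed reads of each group, while mean ± SD values are over rats.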

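The number of calls was also followed along the reads, by the distance of a cytosine past another called cytosine of the same strand. In UNT, the calls at a distance of 50 bases were 0.487 times those at 49 bases. This ratio was 0.994 in L-DOPA and 0.997 in L-DOPA + R, and it lay between 0.478 and 0.492 in each of the 6 UNT striata. In L-DOPA and L-DOPA + R, the calls fell at the next base, to 0.447 and 0.5001 times those at 50 bases. Whether a CpG has a cytosine at this distance of 50 bases is therefore given for the sites described here.

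**Figure D1:**
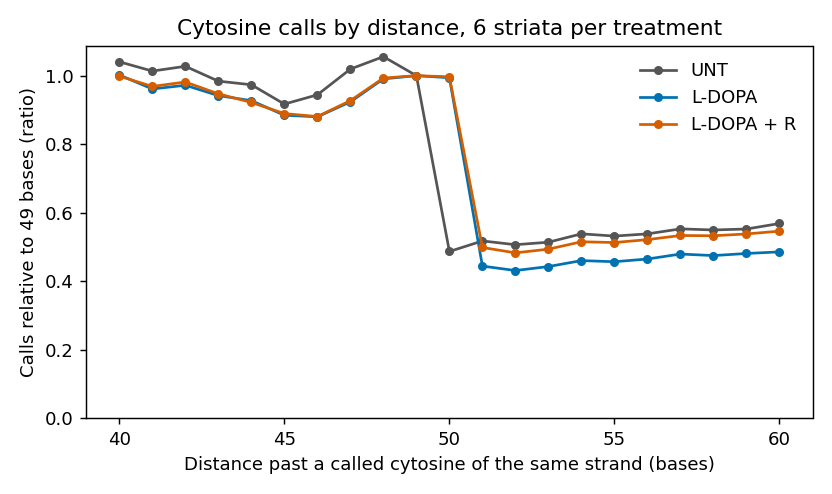
Calls at each distance past a called cytosine of the same strand, relative to the calls at 49 bases, summed over the 6 striata of each treatment. The line of UNT falls at 50 bases, and those of L-DOPA and L-DOPA + R fall at 51 bases.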

We performed reduced representation bisulfite sequencing (RRBS), which is a high-throughput technique for detecting methylation at a single nucleotide resolution of the most CpG-rich regions of the genome.

First, we compared the lesioned and the control sides of striata of three rats, which underwent only 6-OHDA lesion (untreated, UNT). The control for the success of the surgery and the unilateral toxin injection was the contralateral striatum. A set of approximately 435,000 CpGs was present in all six striata (three animals, both lesion and control sides). 

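With at least 10 reads per cytosine and the strands merged, 724400 CpGs of rn6 were present in all 6 UNT striata. A minimum of 20 reads per cytosine left 311343 CpGs. The median coverage of the cytosines kept at the lower minimum was between 18 and 23 reads per striatum.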

Figure 2A shows the distribution of these 435,000 CpGs in the rat genome. Half of them were located in intergenic regions. In promoters and introns, we found an approximately equal amount (~20% each). In the L-DOPA and L-DOPA + Riluzole (L-DOPA + R) groups, the genome-wide distribution of CpGs identified in all six striata by RRBS was similar. 

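The 6 L-DOPA striata shared 395600 CpGs and the 6 L-DOPA + R striata shared 397652. The median coverage of the cytosines kept lay between 15 and 18 reads per striatum in L-DOPA and between 15 and 17 in L-DOPA + R.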

Figure 2B also shows the genome-wide distribution of the 435,000 background CpGs relative to the genomic GC density. The most CpG-dense regions are CGIs. CpG shores have generally intermediate CpG density and are located within 2 kb of CGIs. The majority of the investigated CpGs (>60%) were located outside CpG islands and CpG shores.

#### 3.1.1. Differentially Methylated Sites (DMS)

To identify the effect of the 6-OHDA injection alone or in combination with L-DOPA or L-DOPA + R administration on striatal DNA methylation, we compared the methylation of the three lesioned to the three control sides within each group and identified the differentially methylated sites (DMS). DMS were designated as CpG dinucleotides with a significant methylation-level difference after correction for multiple testing (q < 0.01) (Supplementary Table S1a). 

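The lesioned and the control striata of UNT rats differed at 14 DMS, 7 with lower and 7 with higher methylation on the lesioned side, which was 0.00193% of the CpGs tested. In L-DOPA rats, 4 DMS were found (0.00101%), each with lower methylation on the lesioned side. These were at 48884845 of chromosome 13 (-37.8 points, 50 bases past a cytosine), 176639515 of chromosome 3 (-25.8 points), 133776580 of chromosome 6 (-11.1 points) and 46205401 of chromosome 8 (-34.8 points) of rn6, and they are named after their values were seen. The sites of chromosomes 3 and 8 lie 46 to 49 bases past a cytosine. In L-DOPA + R rats, 7 DMS were found (0.00176%), 2 lower and 5 higher. With an F test in place of the chi-square test, the counts were 0 in all 3 groups, where 8027, 3020 and 4116 CpGs had an unadjusted p under 0.05. On simulated data with 3 striata against 3, the F test recovered 0 of 200 changed CpGs and the chi-square test 80. The 2 striata of a rat carry the same replicate number, and with the replicate number as a block the counts were 29 in UNT, 23 in L-DOPA and 32 in L-DOPA + R. The deviations of CpG methylation from the group means correlated across CpGs with a mean r of 0.0645 (0.0336 to 0.112) between the lesioned and the control striatum of the same rat, over 9 rats.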

Altogether we detected infinitesimal changes, since less than 0.02% of all investigated CpGs were identified as DMS regardless the type of treatment administered. We concluded from these results that the two striata of an animal have almost identical DNA methylation profiles. Furthermore, we observed that the various treatments have no differential effect on the DNA methylation pattern of the lesioned and control striata.

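Across the 294959 CpGs present in all 18 striata, methylation correlated with a mean Pearson's r of 0.974 (0.964 to 0.983) between the 2 striata of a rat, over 9 pairs of striata. The mean r was 0.972 between striata of different rats of one treatment, over 36 pairs, and 0.969 between striata of different treatments, over 108 pairs. These correlations are across CpGs, which are not independent replicates. Among CpGs with a mean methylation from 20 to 80%, which do not sit at the ends of the scale, the mean r was 0.751, 0.726 and 0.696 in the same order. This order did not hold in each treatment. Across the 294959 CpGs, the mean r was 0.964 between different L-DOPA + R rats. It was 0.968 between L-DOPA + R and UNT and 0.967 between L-DOPA + R and L-DOPA. Different UNT rats had 0.979, different L-DOPA rats 0.973, and L-DOPA and UNT 0.973. From the few DMS between the sides, the paper concludes that the methylation of both striata of a rat is nearly the same.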

Since the lesion alone had no effect either on the behavior of the animals or on the methylation of their striata, we decided to compare the DNA methylation between the different groups. We compared first the control striata from the three animals of the L-DOPA treated group with the control striata of the untreated (UNT) animals. 

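Among the 490060 CpGs present in the 3 control striata of L-DOPA and the 3 of UNT rats, 1250 were DMS. With the F test, 0 DMS were left, and 7200 CpGs had an unadjusted p under 0.05.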

As indicated in Supplementary Table S1b, we detected 1125 DMS. Interestingly, more than three times more hypo- than hypermethylated DMS were observed. 

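Methylation was lower in L-DOPA than in UNT at 1001 of the DMS of the control side and higher at 249. When cytosines 50 bases past a cytosine of the same strand were left out, 447 DMS were called, 236 lower and 211 higher.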

Very similar results were obtained when we compared the striata of the lesioned sides of the same animals. 

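In the lesioned striata, 436613 CpGs were tested and 1035 were DMS, 810 lower and 225 higher in L-DOPA. Without the cytosines 50 bases past a cytosine, 384 DMS were called, of which 198 were lower and 186 higher.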

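Control striata of L-DOPA + R and UNT rats differed at 1391 of 454207 CpGs, and methylation was lower in L-DOPA + R at 1159 and higher at 232 of these DMS. Leaving out the cytosines 50 bases past a cytosine gave 573 DMS, 376 lower and 197 higher.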

When we compared the control striata of the L-DOPA + R with the controls of UNT rats, we identified even more DMS. Furthermore, the number of hypermethylated DMS remained almost unchanged, while the hypomethylated DMS increased significantly. Again, very similar results were observed when the lesioned sides were compared (Figure 2C).

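On the lesioned side, 1370 DMS were found among 476919 CpGs, 1118 lower and 252 higher in L-DOPA + R. With the cytosines 50 bases past a cytosine left out, 551 DMS were called, 333 lower and 218 higher.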

Surprisingly, when the L-DOPA and the L-DOPA + R groups were compared, very few DMS were detected, only slightly superior in number to the comparisons described in the Supplementary Table S1a. 

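The control striata of L-DOPA + R and L-DOPA rats differed at 100 of 378782 CpGs, 50 lower and 50 higher in L-DOPA + R. In the lesioned striata, 107 of 377092 CpGs were DMS, 62 lower and 45 higher. With the F test, both counts were 0, and 4369 and 4488 CpGs had an unadjusted p under 0.05.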

No major differences were seen between the number of hypomethylated and hypermethylated DMS and the distribution between the lesion and control sides (Supplementary Table S1b). Altogether these data further confirm that the two striata of an animal have almost identical methylation profiles. Furthermore, they also strengthen our observation that the 6-OHDA lesion induces only very few DNA methylation changes, while the systemic drug treatments have a similar effect on both striata of an animal irrespective of the previous surgery. 

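Whether the difference between treatments itself differed between the sides was tested with an interaction term, a chi-square test with overdispersion correction and Benjamini-Hochberg adjustment, at CpGs present in all 12 striata. For L-DOPA against UNT, 0 of 373103 CpGs had a q under 0.01, and 22577 had an unadjusted p under 0.05. The same counts for L-DOPA + R against UNT were 0 of 377976 CpGs and 24352. Between L-DOPA + R and L-DOPA, 2 of 303723 CpGs had a q under 0.01 and 18580 an unadjusted p under 0.05. These 2 CpGs, named after their values were seen, lie at 221536698 of chromosome 2, where the difference was -1.16 points on the control side and 45.5 points on the lesioned side, and at 24760589 of chromosome 18 of rn6, where it was 22.8 and -18.4 points (q = 0.00869 for each). The first of them lies 50 bases past a cytosine of the same strand. The model took the 2 striata of a rat as independent samples. The paper states that the lesion changes methylation at very few sites and that the drugs act alike on both striata of a rat.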

In order to further prove this, we matched the DMS of the control and lesioned sides in the comparisons of the different groups of animals. As expected, this comparison showed that the DMS of either the control or the lesioned side behave very similarly and have almost identical methylation patterns (Figure 2C). 

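Of the CpGs tested on both sides for L-DOPA against UNT, 596 were DMS on each side, which was 56.9% of the 1047 DMS of the control side and 62.8% of the 949 DMS of the lesioned side. All 596 changed in the same direction, and 3 would be shared by chance if the DMS of the sides were independent. Between L-DOPA + R and UNT, 594 DMS were shared, 47.4% of those of the control side and 50.7% of those of the lesioned side, against 4 by chance. Between L-DOPA + R and L-DOPA, 41 were shared, 50.6% and 44.6%, against 0 by chance. Across the CpGs that were DMS on either side, the differences of the 2 sides correlated with r of 0.912, 0.869 and 0.851 in the same order. CpGs are not independent replicates, and both sides come from the same rats. The drop in the calls of UNT was also present on both sides, so it could by itself give shared DMS against UNT. Without the cytosines 50 bases past a cytosine, the DMS of L-DOPA against UNT fell from 1250 to 447 on the control side. On the lesioned side, they fell from 1035 to 384. The shared DMS and r were not computed without these cytosines. For the comparisons with UNT, they therefore do not show a like effect of treatment on both sides. When a q under 0.01 on one side and an unadjusted p under 0.05 in the same direction on the other were enough, the counts of shared CpGs were 1116, 1246 and 81.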

#### 3.1.2. Genomic Distribution of DMS

Based on the high similarity of the methylation levels of the individual CpGs of the two striata in the same animal, we decided to combine the three lesioned and three control sides of the animals undergoing the same treatment in one group. In the next step, we compared the methylation profile of the six L-DOPA and the six UNT striata. In order to increase the number of CpGs investigated during the analysis, we relaxed our criteria. Indeed, for the inclusion of each CpG, we required useful sequence information of at least four out of the six striata from each group analyzed. In this way, while we maintained the stringent analyses criteria [54], we could substantially increase the number of CpGs to more than 600,000 without altering the genome-wide distributions of this new background.

We observed a globally increased number of DMS compared to the previous analyses when lesioned and control sides were separately compared. 

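With at least 4 of the 6 striata of each group, 654563 CpGs were tested and 2300 were DMS between L-DOPA and UNT. With the F test, 407 DMS were called, and with the rat as the unit, the reads of its 2 striata added up, 2068. Among DMS that changed in the same direction in all 9 comparisons of an L-DOPA with a UNT rat, the smallest p was at 30439494 of chromosome 12 of rn6, in an intergenic region. Its methylation was 65.9% ± 4.00 in L-DOPA and 3.29% ± 0.148 in UNT (SD, n = 3 rats), with 69 to 137 reads per striatum in L-DOPA and 4030 to 5947 in UNT. At 193572261 of chromosome 2, methylation was 49.7% ± 1.98 in L-DOPA and 93.6% ± 1.10 in UNT (SD, n = 3), and the difference of -43.5 points became 1.20 points when the strand was a term in the model. At 73140115 of chromosome 8, it was 46.6% ± 2.48 and 97.7% ± 1.68 (SD, n = 3). The sites of chromosomes 2 and 8 lie 50 bases past a cytosine of the same strand, and the site of chromosome 12 lies 46 to 49 bases past one.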

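Methylation was lower in L-DOPA at 1758 and higher at 542 of the DMS of the 6 L-DOPA and 6 UNT striata. Of the lower DMS, 61.1% lay 50 bases past a cytosine of the same strand, compared with 1.66% of the higher DMS and 2.30% of all CpGs tested. When those cytosines were left out, 1028 DMS were called, 545 lower and 483 higher. When cytosines 46 to 50 bases past a cytosine were left out, 468 DMS were called, 275 lower and 193 higher.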

The overall increased number of hypomethylated DMS was still predominant (Supplementary Table S1c). When we carried out genome-wide distribution analyses, we observed that DMS are somewhat enriched in gene bodies and intergenic regions, while we identified a much more important absence of DMS in gene promoters (Figure 2D). 

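Supplementary Table S1d gives the genomic region of each site it lists. Of the sites listed there that were DMS in the fit used here, 1358 in number, 55 (4.05%) were in promoters, 9.06% in exons, 349 (25.7%) in introns and 831 (61.2%) in intergenic regions. With the rat as the unit, these shares were 4.15%, 10.0%, 25.1% and 60.8% of 1060 sites. The regions of all tested CpGs were not computed, so these shares have no background here.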

A similar non-random distribution of DMS characterized CGIs, shores, and “other”, also known as “open-sea” regions. 

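The DMS of L-DOPA against UNT had a median of 2 other covered CpGs within 100 bp, and all tested CpGs had a median of 3. At least 5 covered CpGs lay within 100 bp of 18.8% of the DMS and of 38.8% of all tested CpGs. In contrast, isolated CpGs were rarer among the DMS. No other covered CpG lay within 100 bp of 1.74% of the DMS and of 10.8% of all tested CpGs. However, 47.1% of the DMS lie 50 bases past a cytosine and so have a covered CpG within 100 bp by definition. The shares were not computed without them, so they do not show that isolated CpGs change less often. A mean methylation from 20 to 80% was found at 78.0% of the DMS and at 22.7% of all tested CpGs. The median size of the difference at DMS was 34.4 points.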

The predominant portion (>80%) of DMS were located in “open-sea”, i.e., CpG-poor regions, showing a big increase relative to the background distribution. Furthermore, almost three times fewer DMS were identified in CGIs than one would expect based on random distribution (Figure 2D).

Next, we performed the comparison of the six L-DOPA + R and UNT striata. Again, similar results were observed to that detected in the previous analysis. 

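Between L-DOPA + R and UNT, 2867 of 643889 CpGs were DMS, 2327 lower and 540 higher in L-DOPA + R. At 50 bases past a cytosine of the same strand lay 48.0% of the lower and 2.04% of the higher DMS, and 2.66% of all tested CpGs. At 47 bases lay 28.0% of the higher DMS, and in L-DOPA against UNT 28.4%. Without the cytosines at 50 bases, 1447 DMS were called, 977 lower and 470 higher. Without those at 46 to 50 bases, 781 DMS were called, 593 lower and 188 higher. Among DMS with the same direction in all 9 comparisons of rats, the smallest p was at 19209692 of chromosome 13 of rn6, with 86.2% ± 3.12 in L-DOPA + R and 2.46% ± 0.293 in UNT (SD, n = 3 rats). The next was the site of chromosome 2 that was also named for L-DOPA, with a difference of -49.5 points that became 0.317 points with the strand as a term in the model. The third was at 12875 of the mitochondrial genome, with 2.39% ± 0.0105 and 3.35% ± 0.0701 (SD, n = 3), where 33631 to 65539 reads per striatum were listed.

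**Figure D2:**
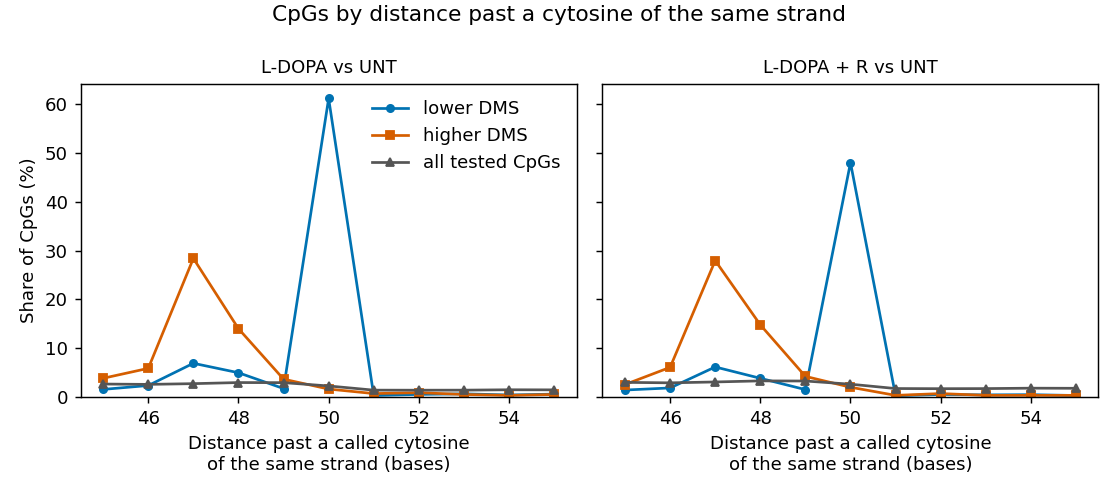
Percentage of the lower DMS, the higher DMS and all tested CpGs that lie at each distance from 45 to 55 bases past a called cytosine of the same strand, for both comparisons with UNT. Lower DMS peak at 50 bases and higher DMS at 47 bases.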

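Of the sites of Supplementary Table S1e that could be matched by position and were DMS of L-DOPA + R against UNT here, 967 in number, 51 (5.27%) were in promoters, 84 (8.69%) in exons, 250 (25.9%) in introns and 582 (60.2%) in intergenic regions.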

The genome-wide distributions of DMS were strikingly similar to those identified in the L-DOPA versus UNT groups (Figure 2D). When we compared the L-DOPA and L-DOPA + R animals, we observed only a few DMS. Furthermore, only slight skewing was observed toward hypo- or hypermethylation (179 vs. 118 DMS) with a still reduced representation of promoters.

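Between the 6 L-DOPA + R and the 6 L-DOPA striata, 271 of 568416 CpGs were DMS, 157 lower and 114 higher in L-DOPA + R. Of the sites of Supplementary Table S1f that were DMS here, 17 of 244 (6.97%) were in promoters. The smallest p among DMS with the same direction in all 9 comparisons of rats was at 199636834 of chromosome 1 of rn6, where methylation was 0.262% ± 0.455 in L-DOPA + R and 44.7% ± 2.72 in L-DOPA (SD, n = 3 rats). The rats of UNT ranged from 1.38 to 82.5% at this site. At 123715243 of chromosome 6, 50 bases past a cytosine, methylation was 96.4% ± 3.86 in L-DOPA + R and 0% in each L-DOPA rat, with 10 to 30 reads per striatum. At 14831126 of chromosome 16, it was 66.0% ± 1.17 and 0.641% ± 1.11 (SD, n = 3).

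**Figure D3:**
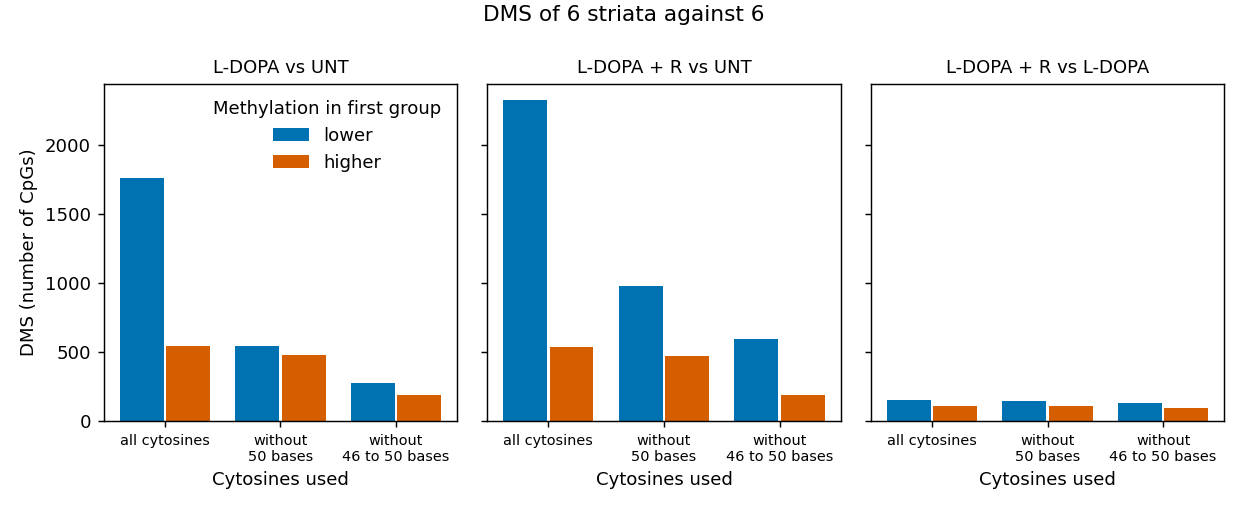
DMS of 6 striata against 6 with lower and with higher methylation in the first group, for all cytosines, without those 50 bases past a cytosine of the same strand, and without those 46 to 50 bases past one. The lower DMS of L-DOPA against UNT fall from 1758 to 545 and 275, and those of L-DOPA + R against L-DOPA start at 157.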

We also investigated the physical genomic distances of DMS identified in the L-DOPA and in the L-DOPA + R UNT comparisons relative to a random distance distribution (obtained by 100 runs of random sampling) (Figure 3A,B). Our results clearly showed that both in L-DOPA and L-DOPA + R groups, there was an enrichment of DMS relative to a random distribution within 100 bp distance, i.e., CpGs in close proximity tend to undergo significant methylation changes suggesting most probably the co-occurrence of similar changes. Indeed, >85% of DMS within 100 bp distance underwent methylation change in the same direction. Furthermore, we detected a very similar amplitude of methylation change in most of the DMS in close proximity.

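For L-DOPA against UNT, 583 pairs of neighbouring DMS lay at most 100 bp apart, and 100 random draws of as many tested CpGs gave a mean of 15.6 (7 to 26). For L-DOPA + R against UNT, there were 635 pairs of DMS and a mean of 30.9 (17 to 45). Draws matched to the DMS on mean methylation gave a mean of 20.6 and 36.2. Without the cytosines 50 bases past a cytosine of the same strand, 170 and 220 pairs of DMS were left, against a mean of 3.17 and 7.68 in the draws.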

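The 2 DMS of a neighbouring pair changed in the same direction in 447 pairs of L-DOPA against UNT (76.7%, 95% Wilson interval 73.1 to 79.9%) and in 488 of L-DOPA + R against UNT (76.9%, 73.4 to 80.0%). These shares were 31.8% and 38.6% without the cytosines 50 bases past a cytosine. They were 92.9% of 42 pairs and 98.4% of 62 pairs without the cytosines 46 to 50 bases past one.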

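The differences in methylation at the 2 DMS of a neighbouring pair were a median of 22.1 points apart for L-DOPA against UNT and 20.4 points apart for L-DOPA + R against UNT. They were within 10 points of each other in 31.9% and 33.9% of the pairs. Without the cytosines 46 to 50 bases past a cytosine, the median gap was 4.03 and 2.27 points, and 83.3% and 88.7% of the pairs were within 10 points.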

In the next step, we carried out a genome-wide analysis and generated scatter plots to compare the methylation level differences of L-DOPA vs. UNT and L-DOPA + R vs. UNT. As a result of this analysis, we were able to observe a clear correlation between the methylation level of CpGs in the treated animals (r = 0.52) (Figure 3C). Furthermore, when we restricted our analyses to DMS in at least one of the drug-treated groups relative to UNT rats, we observed a striking correlation of DNA methylation between the drug-treated groups of animals (r = 0.89). This methylation correlation increased to r = 0.98 when we considered only CpGs being DMS in both drug-treated groups relative to UNT animals (Figure 3C). 

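Across the 556340 CpGs tested in both comparisons, the differences L-DOPA minus UNT and L-DOPA + R minus UNT correlated with r of 0.561. Both differences share the UNT striata. With different UNT rats in the 2 differences, r lay between 0.207 and 0.249 over the 6 ways to split them. CpGs are not independent replicates, so no p is given.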

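At the 3446 CpGs that were DMS in either comparison, r was 0.881, and 95.9% changed in the same direction. These CpGs were selected by their difference from UNT. With different UNT rats in the 2 differences, r lay between 0.840 and 0.859.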

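Across the 1429 CpGs that were DMS in both comparisons, r was 0.982. With different UNT rats, it lay between 0.966 and 0.969.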

Altogether these data further suggested that the methylation changes are primarily due to the repeated L-DOPA treatment and stay unaltered by the end of the treatment.

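Without the cytosines 50 bases past a cytosine of the same strand, r was 0.490 across all CpGs, 0.823 across DMS in either and 0.988 across DMS in both comparisons. Without those 46 to 50 bases past a cytosine, it was 0.464, 0.726 and 0.985. From these correlations, the paper proposes that the changes come mainly from the repeated L-DOPA treatment.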

#### 3.1.3. Genes Undergoing DNA Methylation Alteration in the LID Model

Next, we carried out a systematic annotation of the DMS to genes (Supplementary Table S1d,e). 

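All 1753 sites of Supplementary Table S1d were tested here for L-DOPA against UNT, 1358 of them (77.5%) were DMS, and 1751 changed in the direction given in the table. Of the 1998 sites of Supplementary Table S1e, 639 have a rounded position. The other 1359 were all tested for L-DOPA + R against UNT and changed in the direction given, and 967 (71.2%) were DMS. Of the listed sites, 448 (25.6%) of Supplementary Table S1d and 229 (16.9%) of the usable positions of Supplementary Table S1e lie 50 bases past a cytosine of the same strand. At 46 to 50 bases past one lie 821 (46.8%) and 459 (33.8%).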

As already mentioned, due to the relatively small number of DNA methylation changes in the promoters, most of the identified gene-related DMS were located in gene bodies. To identify the role of the genes with DMS, we performed a gene enrichment analysis by using the Gene Ontology enRIchment anaLysis and visuaLizAtion (GOrilla) tool [55] (Figure 3D). In these analyses, we compared the genes with at least one DMS (either hypo or hyper) to the background gene set we analyzed: all the genes with at least one CpG were included in the comparison. This background contained approximately 13,500 genes, 12,963 of which were associated with GO terms. The L-DOPA vs. UNT comparison identified 554 genes associated with both DMS and GO terms. After the analysis, several significantly enriched GO terms were directly related to neurodevelopment (particularly synapse-related terms) or glutamatergic neurotransmission. Examples include regulation of synapse maturation or organization (e.g., the following genes: *Camk2b*, *Neurexin 1*, *Reln*), the glutamate receptor signaling pathway (several glutamatergic/both metabotropic and ionotropic/receptor coding genes: *Grm4*, *Grm8*, *Grik3*, *Grik4*, etc.), neuron remodeling (*Netrin 4*, etc.), and locomotion. 

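The sites of these genes are those of Supplementary Table S1d, and where a gene has several, the one with the smallest p is given. Methylation of the intronic site of Grm4, at 6977959 of chromosome 20 of rn6, was 45.2% ± 12.2 in L-DOPA and 95.3% ± 1.96 in UNT (SD, n = 3 rats, q = 1.39e-16 from the chi-square test with Benjamini-Hochberg adjustment), with 13 to 52 and 23 to 41 reads per striatum. The other intronic site of Grm4 listed there, at 6932893, changed in the opposite direction, with 77.2% ± 4.67 in L-DOPA and 64.6% ± 2.26 in UNT (SD, n = 3, q = 0.000219, same test). The differences in the other genes, given in points, were -23.9 in Camk2b (q = 0.00297), -27.5 in Reln (q = 0.000221), -10.9 in Grm8 (q = 0.00167), -49.9 in Grik3 (q = 0.000445), -32.8 in Grik4 (q = 0.000269) and -30.2 in Ntn4 (q = 0.00472). The first site of Grm4 and the site of Grik3 lie 50 bases past a cytosine of the same strand, and those of Camk2b and Grik4 lie 46 to 49 bases past one. With the strand as a term in the model, the difference in Camk2b was 1.16 points and that in Grik3 was 4.30 points. In Grik3 and Ntn4, 2 of the 3 L-DOPA rats had enough reads.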

Multiple-enriched GO terms were general ones, which could also be related to neurodevelopment and neuronal signaling (e.g., cell adhesion, developmental process, cell projection assembly, etc.).

Similar results were obtained when the 834 genes with DMS and GO terms from the L-DOPA + R comparison were investigated (Figure 3D). The background being almost identical, approximately the same number of GO terms could be studied (12,900). 

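In Cacna1a, at 25668345 of chromosome 19 of rn6, methylation was 29.3% ± 4.42 in L-DOPA + R, 29.7% ± 6.87 in L-DOPA and 47.3% ± 3.44 in UNT (SD, n = 3 rats), a difference of -17.8 points for L-DOPA + R against UNT (q = 0.00118 from the chi-square test with Benjamini-Hochberg adjustment). For L-DOPA against UNT, the difference at this site was -18.1 points (q = 0.000501, same test), and it was 2.51 points with the strand as a term in the model. The site lies 46 to 49 bases past a cytosine of the same strand. The difference of L-DOPA + R against UNT was -31.2 points in Robo3 (q = 0.000223), 50 bases past a cytosine, and -13.8 points in Synpo (q = 0.000696), 46 to 49 bases past one. It did not reach a q under 0.01 in Nrg1 (-16.3 points, q = 0.0118), Cacng4 (-14.0 points, q = 0.0230) and Cacng8 (-10.4 points, q = 0.0403). The site of Cacng4 lies 50 bases past a cytosine. Another listed site of Nrg1, at 63681918 of chromosome 16, differed by 23.6 points between L-DOPA and UNT (q = 0.0348). The site of Nrxn2 that was tested here differed by 7.25 points between L-DOPA and UNT (q = 0.0356). Supplementary Table S1 lists 0 sites under the name Dnmt3a.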

Again, several of the significantly enriched GO were directly related to “synapse” (e.g., synapse organization (examples: *Neuregulin*, *Synaptopodin*, *Neurexin 1* and *2*), neuron differentiation (*Cacna1a* and genes involved in epigenetic modifications (DNA methyltransferases 3a—*Dnmt3a*) and others), chemoattraction of axon (*Robo3*), dendrite development or glutamatergic neurotransmission (regulation of AMPA receptor activity (*Cacng4*, *Cacng8*), etc.). Interestingly, locomotion as the GO term, which was the second most significantly enriched in the L-DOPA group, was much less represented in the L-DOPA + R gene set.

#### 3.1.4. Identification of DMS with Differential Methylation between L-DOPA and L-DOPA + Riluzole Treated Animals

Although as mentioned above the L-DOPA and L-DOPA + R treatments resulted in very similar DNA methylation patterns, the rats exhibited different phenotypes [16]. Therefore, we investigated the potential methylation changes, which could account for the observed differences. As mentioned earlier, more DMS were detected in the L-DOPA + R than in the L-DOPA group. When we compared the L-DOPA and L-DOPA + R animals, we observed only a few DMS with a slight preference for hypomethylation (179 vs. 118 DMS) still with a reduced representation of promoters. These 297 DMS were located in 98 genes, 12% of which are linked to PD or the dopaminergic system according to literature data (Supplementary Table S1f).

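Of the 297 sites of Supplementary Table S1f, 244 (82.2%) were DMS here, and all 297 changed in the direction given. The table names 95 genes at these sites. Of the sites, 14 (4.71%) lie 50 bases past a cytosine of the same strand, and 48 (16.2%) lie 46 to 50 bases past one.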

When investigating the differences further, we realized that the density of DMS was different in some genomic regions between the two comparisons (L-DOPA vs. UNT and L-DOPA + R vs. UNT, although only a few L-DOPA vs. L-DOPA + R DMS were identified). To study these densities, we created bins of 1 Mb and computed the number of DMS in each bin both from the L-DOPA + R and the L-DOPA comparisons. After subtraction of these counts, which typically gave zero or one as a result as expected due to the similarity of the L-DOPA and L-DOPA + R groups, we determined the genomic regions, which showed the highest number of DMS differences between the two treatments (Figure 4A).

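The genome was divided into bins of 1 Mb from the start of each chromosome. A DMS of L-DOPA or of L-DOPA + R against UNT was present in 1354 bins, and the 2 counts differed by 1 or 0 in 1018 of them (75.2%) and by 5 or more in 22. The bin with the most additional DMS in L-DOPA + R was at 71000001 to 72000000 of chromosome 11 of rn6, with 9 DMS against 0. With the rat as the unit, it was at 107000001 to 108000000 of chromosome 14, with 9 against 1.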

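The bin with the most additional DMS in L-DOPA spans 11000001 to 12000000 of chromosome 1 of rn6 and held 36 DMS of L-DOPA and 11 of L-DOPA + R against UNT, a difference of -25. With the rat as the unit, the difference was -6. The 36 DMS lie between 11903758 and 11925879, among 419 tested CpGs, and 4 of them lie 50 bases past a cytosine of the same strand. Their median difference from UNT was -23.5 points in L-DOPA and -15.3 points in L-DOPA + R. All 36 were lower in L-DOPA + R than in UNT, and 7 were DMS there as well. The median coverage of the tested CpGs of this stretch was 90.0 reads per striatum, compared with 25.6 over all tested CpGs. In the promoter of NR_046238, at 11906165, methylation was 4.15% ± 3.06 in L-DOPA, 9.77% ± 8.88 in L-DOPA + R and 68.3% ± 3.55 in UNT (SD, n = 3 rats), with q = 3.07e-70 for L-DOPA against UNT from the chi-square test with Benjamini-Hochberg adjustment.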

The most impressive 1 Mb genomic region (>25 DMS number difference) is located on chromosome 1 in the region close to the 5S rRNA gene in the L-DOPA samples (Figure 4A,B). However, more DMS were detected with than without Riluzole treatment, leading to bins with more DMS in the combined treatment group. For example, such a region is the *Pigx* gene, containing 9 DMS in the combined and none with the single treatments (Figure 4C). Similarly, the Commd1/Zrsr1 imprinted region interestingly undergoes DNA methylation alteration upon the L-DOPA + R treatment (Figure 4D).

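In Pigx, the 9 CpGs from 71938494 to 71938539 of chromosome 11 of rn6 were DMS of L-DOPA + R against UNT, with differences from -28.7 to -10.1 points and a smallest q of 6.62e-06 from the chi-square test with Benjamini-Hochberg adjustment. Of these CpGs, 0 were DMS of L-DOPA against UNT (smallest q = 0.902) and 1, at 71938512, was a DMS of L-DOPA + R against L-DOPA (-19.0 points, q = 0.00635). Over the 9 CpGs, methylation was 22.4, 14.8 and 17.3% in the UNT rats, 3.57, 33.0 and 13.8% in the L-DOPA rats and 0.455, 0.292 and 0.743% in the L-DOPA + R rats. The reads behind these values were between 220 and 778 per rat. With each L-DOPA + R rat left out in turn, between 3 and 8 of the 9 CpGs were DMS.

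**Figure D4:**
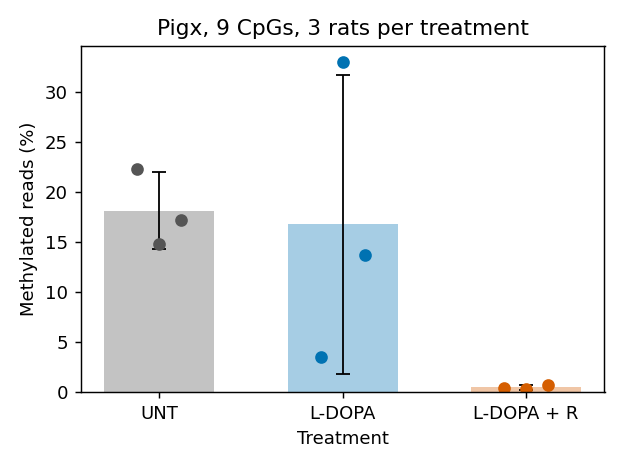
Methylated reads in percent over the 9 CpGs of Pigx in each rat (points), with the mean (bars) and SD (lines) of the 3 rats of each treatment. The L-DOPA + R rats are all under 1%, and the L-DOPA rats range from 3.57 to 33.0%.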

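From 107749411 to 107969730 of chromosome 14 of rn6, the Commd1/Zrsr1 region, 156 CpGs were tested for L-DOPA + R against UNT and 7 were DMS, with differences from -29.8 to 27.0 points, 2 of them 50 bases past a cytosine of the same strand. For L-DOPA against UNT, 1 of 141 CpGs was a DMS, at 107969730. For L-DOPA + R against L-DOPA, 0 of 129 were DMS, with a smallest q of 0.0128 from the chi-square test with Benjamini-Hochberg adjustment. Over the 156 CpGs, methylation was 37.5, 38.7 and 40.0% in the UNT rats, 40.7, 40.7 and 38.7% in the L-DOPA rats and 33.3, 32.0 and 36.4% in the L-DOPA + R rats. These values are from the summed reads of each rat. The median difference per CpG was 0 points for L-DOPA + R against UNT, so a drop across the region is not shown. With each L-DOPA + R rat left out, between 2 and 7 CpGs were DMS against UNT. At 107969730, in the promoter of Zrsr1 and 50 bases past a cytosine, methylation was 65.6% ± 10.3 in L-DOPA + R, 74.9% ± 8.63 in L-DOPA and 92.1% ± 1.75 in UNT (SD, n = 3 rats). The listed position was matched by rounding and size of change among the DMS of L-DOPA + R against UNT alone, so the site is a DMS by this choice.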

In addition to the DMS density variability, some absolute DNA methylation differences could also be identified, and additional ones suspected. Therefore, we looked for CpGs, which underwent significant changes (DMS) in either the L-DOPA or L-DOPA + R comparison with UNT and where the absolute methylation change difference between L-DOPA and L-DOPA + R was equal to or higher than 20%. A total of 497 such CpGs were identified (Figure 4E,F). 

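Among the CpGs tested in both comparisons, 373 were DMS in either and differed by at least 20 points between L-DOPA + R and L-DOPA, 210 lower and 163 higher in L-DOPA + R. Of these, 92 were DMS of L-DOPA + R against L-DOPA. The number was 238 with a limit of 25 points and 286 with the rat as the unit. Without the cytosines 46 to 50 bases past a cytosine of the same strand, it was 232.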

From these DMS, altogether 180 were found in 171 genes. After a detailed search of the literature, more than 20% of the genes in this set show strong evidence for having an important role in neurodevelopmental processes or neuropsychiatric disorders. However, the majority of these genes are not directly related to glutamatergic or GABAergic neurotransmission or tetrodotoxin-sensitive Na+ channels, which are directly linked to the known molecular action of Riluzole, suggesting that further direct or indirect targets of the drug exist in the striatum.

In summary, our data show that chronic L-DOPA treatment in juvenile rats upon a 6-OHDA lesion leads to DNA methylation alterations in the striatum. Furthermore, the L-DOPA + R treatment improved the phenotype induced by L-DOPA, and our methylation analysis reveals potential new druggable targets for LID and/or neurodevelopmental diseases.

## 4. Discussion

Levodopa-Induced Dyskinesia (LID) is a generally occurring side-effect of L-DOPA treatment of PD [3]. In the recently developed juvenile rat model, the animals had typical LID (ascertained by the AIM scores) demonstrating a similar phenotype in juvenile and adult rats [16]. As expected, we found that co-administration of Riluzole significantly improved the phenotype. Here we investigated DNA methylation alterations in the tissue samples of the rat striata recently analyzed for transcriptional activity [16].

We used a single-nucleotide resolution approach to study genome-wide DNA methylation. RRBS [53] investigates CG-rich regions and leaves out from the analysis the majority of the genome where the CG dinucleotides are far from each other. RRBS targets regions identified by two MspI restriction enzyme recognition sites (CCGG) in close proximity (200 bp–1.2 kb), which characterizes the CpG-rich regions. We found that fragments as small as 50 bp could be detected, which confers a small bias toward highly CpG-rich regions. We have also sequenced the ends of fragments larger than 1.2 kb; however, these sequences are not expected to contain several CpGs. RRBS investigates only the two 50 bp ends of each fragment without data from the CpGs between the ends, but similar methylation most probably would be detected within the entire region, as suggested by the literature [52]. Our data confirmed this: over 85% of DMS in close proximity (closer than 100 bp) underwent methylation change in the same direction and very often had an almost identical amplitude.

A limitation of our study is the small number of animals investigated per group. In order to circumvent this problem, we used very stringent DNA methylation analyses criteria (overdispersion correction and Chi square test and correction for false discovery rate [54]) to avoid the identification of false positive DMS, which on the other hand decreased the sensitivity and led to the identification of relatively few DMS. Indeed, there were almost no DMS when we compared the two striata of the animals from the same group. Thus, we concluded that the two sides in these animals have only slightly different methylation profiles, which cannot be distinguished by the stringent method we used. When we performed the much less stringent method used in a previous study on old rats, we obtained in our samples approximately 4400 highly dynamic regions (HDR) according to the nomenclature used in that study [32]. This number is almost identical to the number of DMS the authors reported [32].

By using the stringent DMS detection method, we also concluded that the almost identical methylation profiles of the two striata of an animal are not altered by the 6-OHDA lesion affecting only one side. Furthermore, even the systemic L-DOPA or L-DOPA + R treatment had a similar effect on the two striata of the same animal. These are important findings since only sparse data exist on DNA methylation of symmetrical organs in mammals, particularly in the brain. In our case, most probably the very stringent criteria of the DNA methylation analysis and the small number of samples prevented us to detect more side-specific methylation differences.

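The mean methylation of a striatum, over the CpGs present in all striata, was 49.1% ± 0.109 in UNT, 48.4% ± 0.395 in L-DOPA and 47.5% ± 0.604 in L-DOPA + R (SD, n = 3 rats, each rat as the mean of its striata). The difference from UNT was -0.676 points in L-DOPA and -1.59 points in L-DOPA + R, and each of the 3 rats of both groups was below the UNT rats (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 3 rats against 3 allow). The difference between L-DOPA + R and L-DOPA was -0.917 points (p = 0.2, same exact permutation test). With methylated reads divided by all reads in place of the mean over CpGs, these differences were -0.854, -6.15 and -5.30 points (p = 0.1 for each, same exact permutation test). CpGs with more reads weigh more in this value, so it also depends on where the reads of a group lie. The larger differences of L-DOPA + R therefore do not show a larger loss per CpG. Without the cytosines 50 bases past a cytosine of the same strand, the mean over CpGs differed from UNT by -0.555 points in L-DOPA. In L-DOPA + R, it then differed by -1.49 points. Without those 46 to 50 bases past a cytosine, these differences were -0.581 and -1.57 points.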

Our main finding was that chronic L-DOPA treatment led to abundant DNA methylation changes, mostly hypomethylation outside of promoters and CGIs. This methylation pattern alteration has already been reported earlier in rat brain and arteries upon environmental stress [56,57]. We concluded that the chronic L-DOPA treatment was the main cause of DNA methylation alterations, strengthening the hypothesis that LID is associated with methylation changes, which might play a substantial role in the pathomechanism. Surprisingly, the L-DOPA + R had a very similar effect to the L-DOPA treatment on DNA methylation, even if some differences were detected, and more DMS were identified. These data suggest that Riluzole only slightly interferes with the DNA methylation profile and does not result in an intermediate methylation landscape between the L-DOPA and UNT animals. Nevertheless, some genomic regions had much more DMS in the L-DOPA + R group. 

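At CpGs tested in both comparisons, 2158 were DMS of L-DOPA and 2717 of L-DOPA + R against UNT. The shared DMS were 66.2% of the former and 52.6% of the latter, and all changed in the same direction. The median change at shared DMS was -34.5 points in L-DOPA and -34.9 points in L-DOPA + R. Of all DMS against UNT, 47.1% in L-DOPA and 39.3% in L-DOPA + R lie 50 bases past a cytosine of the same strand. Without these cytosines, 450 DMS were shared in place of 1429, and without those 46 to 50 bases past a cytosine, 139. From the similar effect of both treatments, the paper proposes that Riluzole interferes with DNA methylation only slightly.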

One of them, the *Pigx* gene, harbors a sequence variant associated with Parkinson’s disease [58]. The gene has a yet unclear physiological function, but the encoded protein is involved in the biosynthesis of glycolipids. The *Commd1* gene regulates copper homeostasis, which was also shown to influence the development of neuropsychiatric diseases and PD [59]. Indeed, COMMD1 encodes a scaffold protein involved in the aggregation of misfolded proteins typically observed in Parkinson’s disease [59,60].

The detailed transcriptional landscape characterization of the juvenile rat striatum revealed the primordial role of the NMDA glutamate receptor-PKC/ERK1/2-CREB axis in the development of LID. Indeed, the alteration of the expression of several CREB target genes, activated in the L-DOPA and reduced in the L-DOPA + R groups, was detected in the striata [16]. Due to our stringent analysis, we could more precisely reveal the methylation alterations than what was reported previously. The GO term enrichment analysis led to the identification of a great number of specific neuronal plasticity, development, and glutamatergic genes undergoing DNA methylation changes. When we investigated the DNA methylation alteration at the single gene level, we realized that there were very few overlaps with the genes identified as transcriptionally altered in our AIM/LID model [16]. Among them, NR4a1 (nurr77/ngfIb) should be mentioned, which is tightly linked to the dopaminergic system and is also involved in the regulation of ERK phosphorylation [61,62]. NR4a1 knockout mice were characterized by increased locomotor activity and higher sensitivity to dopamine and stronger rotational behavior induced by L-DOPA [63].

Though we found only very few overlaps between genes with expression and methylation changes, we identified modified DNA methylation of several genes with a complementary function to those with altered expression. Accordingly, we observed altered methylation of various adenylate cyclase genes (*Adcy5*, *Ac7*, and *Ac10*). 

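In Adcy5, at 68791570 of chromosome 11 of rn6, in an intron, methylation was 19.7% ± 8.45 in L-DOPA + R and 56.2% ± 2.48 in UNT (SD, n = 3 rats), a difference of -35.7 points (q = 0.000991 from the chi-square test with Benjamini-Hochberg adjustment). In an exon of Adcy10, at 83756955 of chromosome 13, it was 3.33% ± 5.77 and 32.3% ± 4.82 (SD, n = 3, q = 0.00606, same test), with at most 13 reads per striatum in L-DOPA + R, and the site lies 46 to 49 bases past a cytosine of the same strand. In Adcy7, at 19716699 of chromosome 19, it was 26.2% ± 7.65 and 48.4% ± 8.53 (SD, n = 3), which did not reach a q under 0.01 (q = 0.0254).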

*Adcy5* is of particular interest since it is the causative gene of a dyskinesia due to the dominant gain of function mutations [64,65]. *Adcy5* has a high expression level in the dorsal striatum and is also involved in dopaminergic (D1 and D2) signalization of the medial spiny neurons (MSN) of the striatum [65,66]. *Adcy5* was one of the genes in our study, which showed more than a 20% methylation difference between L-DOPA and L-DOPA + R treatments, further suggesting its important role. 

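At the Adcy5 site, the L-DOPA rats had 59.4% ± 19.2 methylation (SD, n = 3) and ranged from 37.9 to 75.0%. The difference between L-DOPA + R and L-DOPA was -35.1 points (q = 0.386 from the chi-square test with Benjamini-Hochberg adjustment). No L-DOPA striatum had more than 17 reads there.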

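In Ptger3, at 263962140 of chromosome 2 of rn6, methylation was 73.9% ± 4.45 in L-DOPA + R and 93.2% ± 4.97 in L-DOPA (SD, n = 3 rats), with q = 2.78e-05 from the chi-square test with Benjamini-Hochberg adjustment. In Ak5, at 257829806 of the same chromosome and 46 to 49 bases past a cytosine of the same strand, it was 24.1% ± 17.4 in L-DOPA + R and 0% in each L-DOPA rat, a difference of 30.4 points (q = 0.00380, same test). In Evi5, the difference of 10.3 points did not reach a q under 0.01 (q = 0.0419).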

Additional genes related to the cAMP pathway (*Ak5*, *Ptger3*, *Evi*) also underwent different methylation changes in the L-DOPA and L-DOPA + R groups. While AC5 is responsible for the synthesis, PDE10A degrades cAMP, and the interplay of these enzymes determines its level in the striatal neurons. Indeed, PDE10A, which is considered as an early marker of PD and known to influence locomotor movements as well as the expression of CREB, is strongly expressed in the same cells and observed to be involved in LID [67,68,69]. In our experiments, PDE10A also showed high degree of difference in the methylation level between L-DOPA and L-DOPA + R treatments.

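The site of Pde10a with the smallest p, at 52511275 of chromosome 1 of rn6, in an intron, had 25.1% ± 2.07 methylation in L-DOPA + R, 31.8% ± 2.58 in L-DOPA and 57.6% ± 3.03 in UNT (SD, n = 3 rats). It lies 50 bases past a cytosine of the same strand. The difference between L-DOPA + R and L-DOPA was -6.62 points (q = 0.785 from the chi-square test with Benjamini-Hochberg adjustment), and each treatment differed from UNT, with q = 1.63e-10 for L-DOPA + R and q = 3.18e-06 for L-DOPA. At the listed sites at 52380577 and 52380585, L-DOPA + R and L-DOPA differed by -20.6 points (q = 0.624) and -25.01 points (q = 0.371).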

As mentioned above, the ERK pathway is involved in the molecular development of AIM/LID. We revealed altered DNA methylation of NCS1, which plays an important role in the signal transduction between NMDA receptors and ERK [70]. 

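The intronic site of Ncs1 at 10577268 of chromosome 3 of rn6 had 56.6% ± 1.81 methylation in L-DOPA + R and 94.6% ± 4.97 in L-DOPA (SD, n = 3 rats), a difference of -36.9 points (q = 2.17e-09 from the chi-square test with Benjamini-Hochberg adjustment). The UNT rats ranged from 48.1 to 91.0% at this site, and UNT differed from neither group at a q under 0.01.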

We observed an important methylation difference of NCS1 between the L-DOPA and L-DOPA + R group. Similarly, Tiam1, which plays a crucial role in NMDA-dependent dendritic arborization, also undergoes DNA methylation changes, and again an important methylation difference at this gene between the L-DOPA and L-DOPA + R groups was found.

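At 29986999 of chromosome 11 of rn6, in an intron of Tiam1, methylation was 50.9% ± 8.09 in L-DOPA + R (SD, n = 3 rats, 44.4 to 60.0%) and 0% in each rat of L-DOPA and UNT. The difference of 51.1 points had q = 6.83e-19 against L-DOPA and q = 2.31e-29 against UNT from the chi-square test with Benjamini-Hochberg adjustment. The coverage was between 10 and 18 reads per striatum in L-DOPA + R, between 12 and 29 in L-DOPA and between 36 and 57 in UNT. All of these reads were of the forward strand. Each rat lay close to 0 or 50%, as a sequence variant on 0 or 1 chromosome would also give, and the genotypes are not known. At another listed site of Tiam1, at 29963284, the difference from UNT was -19.2 points (q = 0.0122).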

Several further genes involved in glutamatergic signalization showed methylation changes in our model, sometimes >20% between the L-DOPA and L-DOPA + R groups. 

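In an intron of Grin2d, at 101834760 of chromosome 1 of rn6, methylation was 51.5% ± 3.89 in L-DOPA + R, 59.8% ± 3.49 in L-DOPA and 67.5% ± 4.05 in UNT (SD, n = 3 rats), and L-DOPA + R differed from UNT by -16.4 points (q = 0.000725 from the chi-square test with Benjamini-Hochberg adjustment). Supplementary Table S1e rounds the position of this site. It was sought among the DMS of L-DOPA + R against UNT alone, by the rounded position and the size of the change. Its call and its size here are therefore not independent of the paper's value.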

We identified DMS in GRIN2D, a member of the NMDA receptor genes, GRIK3 and GRIK4, encoding kainite receptors, and GRM4 and GRM8, encoding metabotropic receptors. 

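In an intron of Unc13a, at 20062742 of chromosome 16 of rn6, methylation was 99.0% ± 1.65 in L-DOPA + R and 77.6% ± 2.16 in L-DOPA (SD, n = 3 rats), a difference of 22.0 points (q = 0.00377 from the chi-square test with Benjamini-Hochberg adjustment). The minimum of reads was reached in 0 of the UNT striata at this site.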

The involvement of glutamate neurotransmission was strengthened by DMS in the TARP gene family (CACNG4 and CACNG8), encoding regulators of AMPA receptor activity and Unc13a, involved in glutamatergic synaptic vesicle maturation.

Additional genes involved in neuronal plasticity or neuropsychiatric diseases were also identified as undergoing DNA methylation changes due to L-DOPA treatment (*Camk2b*, *Neurexins* (*1* and *2*), *Reln*, *Dab1*, *Netrin 4*, *Neuregulin*, *Synaptopodin*, and *2*, *Cacna1a*,*b*,*c*,*d genes*, *Robo3*, and *DCDC2*). 

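In Dcdc2, at 41851478 of chromosome 17 of rn6, methylation was 11.1% ± 13.8 in L-DOPA and 95.8% ± 3.75 in UNT (SD, n = 3 rats), with q = 2.02e-05 from the chi-square test with Benjamini-Hochberg adjustment. The site lies 50 bases past a cytosine of the same strand. In Cacna1b, at 1913994 of chromosome 3, it was 44.8% ± 2.91 in L-DOPA + R and 65.0% ± 4.12 in UNT (SD, n = 3, q = 0.00380, same test). For all genes and regions named in the paper, Supplementary Table S1 lists 47 sites that were tested here for L-DOPA against UNT, of which 30 were DMS, 44 for L-DOPA + R against UNT, of which 36 were DMS, and 11 for L-DOPA + R against L-DOPA, of which 6 were DMS. Adjusted over the list alone, 40, 44 and 11 had a q under 0.01, and the list holds the paper's own calls on these data. Sites with a rounded position, as in Zrsr1, Cacna1c and Grin2d, were sought only among the DMS of L-DOPA + R against UNT. They count as DMS by this choice. The names Synpo2 and Nr4a1 have 0 sites in these tables.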

While some of these genes were previously shown to be linked to Parkinson’s disease (e.g., *Cacna1* genes), most of them were not yet reported to play a role in LID or PD. The *Cacna1* genes encode Ca2+ channels, and we observed DMS with a >20% methylation difference between L-DOPA and L-DOPA + R rats. 

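In Cacna1c, at 150769723 of chromosome 4 of rn6, methylation was 32.3% ± 9.27 in L-DOPA + R, 52.2% ± 10.3 in L-DOPA and 54.9% ± 6.07 in UNT (SD, n = 3 rats). L-DOPA + R differed from L-DOPA by -20.3 points (q = 0.290) and from UNT by -23.5 points (q = 0.00332, both from the chi-square test with Benjamini-Hochberg adjustment). The position was matched by rounding and size of change among the DMS of L-DOPA + R against UNT alone, so the site is a DMS by this choice. In Cacna1d, at 6130045 of chromosome 16, the 2 differences were -23.9 points (q = 0.669) and -30.0 points (q = 0.00132).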

Reelin, associated with neuropsychiatric and neurodegenerative disorders and encoded by the *Reln* gene, influences neuronal migration in the developing brain and regulates AMPA receptor activity [71,72,73]. *Dab1*, an interactor partner of Reelin, which was suggested previously to play a role in LID, underwent similar methylation changes [32]. 

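In Dab1, at 124257817 of chromosome 5 of rn6, in an intron and 50 bases past a cytosine of the same strand, methylation was 59.6% ± 2.43 in L-DOPA, 56.8% ± 4.51 in L-DOPA + R and 96.5% ± 2.07 in UNT (SD, n = 3 rats). L-DOPA differed from UNT by -36.8 points (q = 7.80e-28 from the chi-square test with Benjamini-Hochberg adjustment). The intronic site of Reln at 9457439 of chromosome 4 had 72.0% ± 14.8 in L-DOPA, 63.0% ± 10.3 in L-DOPA + R and 98.3% ± 2.11 in UNT (SD, n = 3).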

Neurexin 1 (*NRXN1*), which encodes a pre-synaptic cell-adhesion molecule, is involved in the growth of synapses and in the transmission of glutamate and GABA signals. The relevance of the genes identified in our study is also underlined by a previous report describing the methylation alterations observed in a large cohort of patients with tic-disorder [74]. The nigrostriatal axis also plays an important role in the pathomechanism of tic-disorders and Tourette syndrome. Surprisingly, from the top 12 genes identified by this array hybridization approach, five overlapped with genes detected in our present study. Additionally, both Neurexin 1 and Netrin 4 have also been implicated in the etiology of Tourette syndrome [75,76]. Altogether we consider that the sensitive RRBS method we used in this study was able to identify genes and pathways involved in LID and in the effect of Riluzole (e.g., glutamate neurotransmission, the PKA/ERK pathway, and genes involved in neuronal plasticity). Some of these pathways were already known to play a role in LID, but some specific genes were not yet reported and were not observed as differentially expressed. The most probable explanation for this is their small but relevant expression changes, which should be investigated by more sensitive methods.

## 5. Conclusions

Although the general methylation profile of the L-DOPA and L-DOPA + R groups were very similar to each other, some of the genes harbored DMS with highly different methylation levels between the two groups. To understand the role of these changes better, more thorough, single-cell RNA-seq and chromatin analyses should be performed. Most of the DMS were located in genes involved in functionally relevant neuronal pathways. However, while Riluzole seems to have a positive effect on dyskinesia in the rat LID model, its positive effect for this indication could not yet be demonstrated clinically. Therefore, by identifying potential candidate genes (such as *Reln*, *Dab1*, or glutamate receptor genes), our data may open new avenues for the study of the molecular mechanisms behind the development of LID. Furthermore, some of the genes identified here are potential therapeutic targets for LID treatment, either by conventional therapy (e.g., allosteric modulators of glutamate receptors) [7], or targeted DNA methylation modulation by epigenomic editing with the help of the Cas9-Tet1 system [77,78].

## Figures and Tables

**Figure 1:**
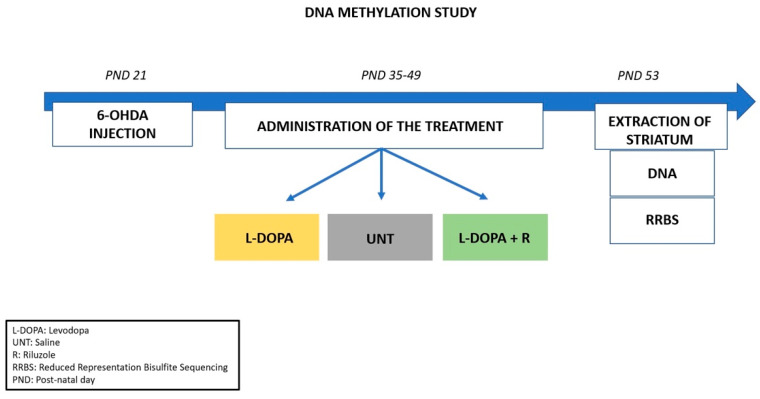
Schematic representation of the experimental workflow. Rats received a unilateral injection of 6-OHDA at PND 21 followed by a 2-weeks sub-chronic treatment (from PND 35 to PND 49) according to their respective group (L-DOPA, UNT, L-DOPA + Riluzole). The rats received one final treatment at PND 53; striata were collected and analyzed for changes in methylation levels.

**Figure 2:**
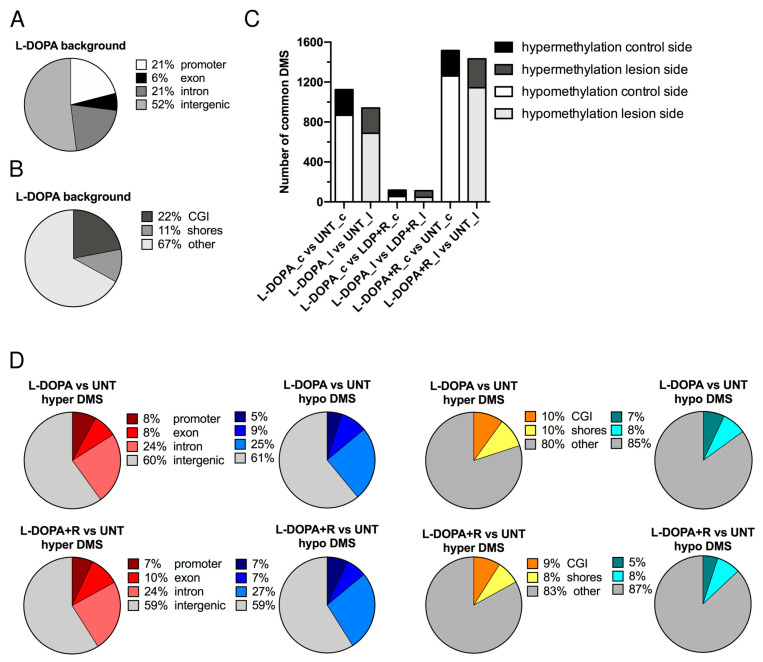
Distribution of CpGs detected by RRBS in the rat genome. (**A**) Distribution of CpGs in the genome (promoter, exon, intron, intergenic) (**B**) Distribution of CpGs in areas of different CG density (CpG island, CpG shores, other). (**C**) Number of differentially methylated sites (DMSs) in the experimental groups (L-DOPA vs. UNT control side, L-DOPA vs. UNT lesioned side, L-DOPA vs. L-DOPA + R control side, L-DOPA vs. L-DOPA + R lesioned side, L-DOPA + R vs. UNT control side, and L-DOPA + R vs. UNT lesioned side) classified as hyper- or hypomethylated. (**D**) Genomic distribution of CpG methylation changes. Distribution of hypermethylated and hypomethylated CpGs in L-DOPA treated vs. UNT rats. Distribution of hypermethylated and hypomethylated CpGs in L-DOPA + Riluzole treated vs. UNT rats.

**Figure 3:**
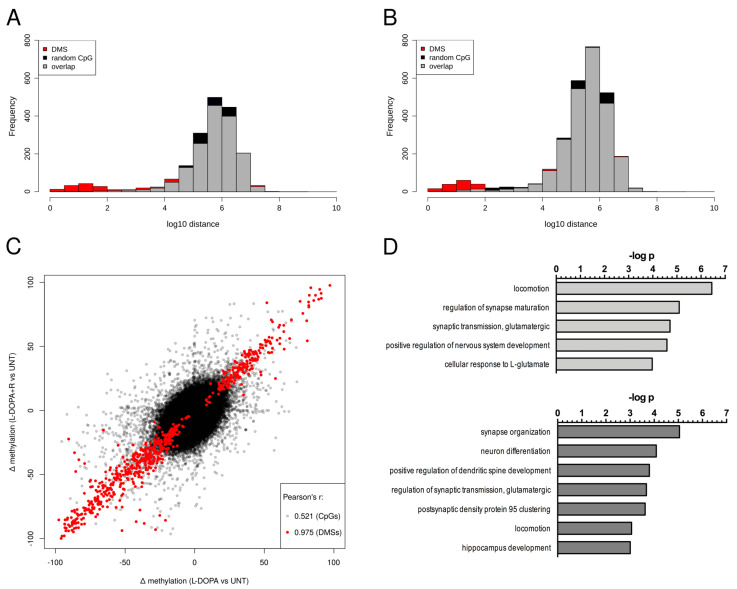
Characterization of DMS. (**A**,**B**) Distribution of genomic distances between neighboring DMS in L-DOPA vs. UNT and L-DOPA + R vs. UNT groups shown in red. The average of 100 random distributions of genomic distances of the same number of CpGs is shown in black. The overlap is shown in grey. The small difference in the shape of the random distributions between the two panels is due to the higher number of DMS in the L-DOPA + R vs. UNT comparison leading to shorter average distances between two random CpGs. (**C**) Scatter plot of CpGs present in both L-DOPA vs. UNT and L-DOPA + R vs. UNT comparisons. The plot shows the methylation changes in the treated animals of each CpG relative to the UNT animals. The red dots indicate CpGs, which are DMS in both comparisons. Pearson’s R values are also shown in grey and red. (**D**) shows the results of the GO term enriched analysis performed using DMS detected in L-DOPA vs. UNT (**upper panel**) and L-DOPA + R vs. UNT (**lower panel**) comparisons.

**Figure 4:**
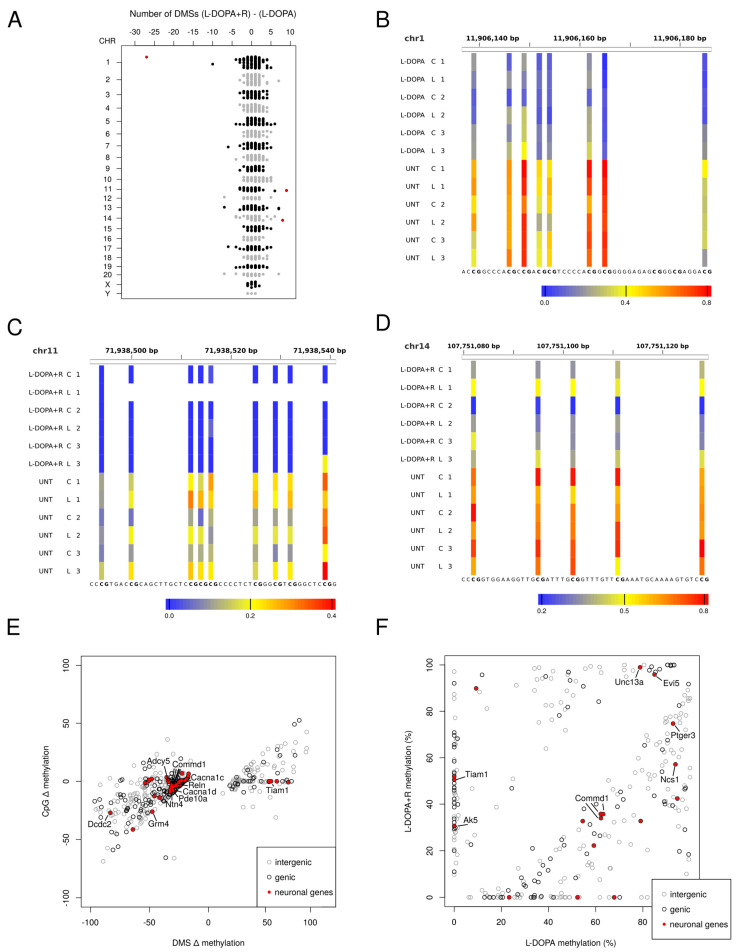
Comparison of DMS from L-DOPA vs. UNT and L-DOPA + R vs. UNT. (**A**) Difference of the number of DMS/bin of 1 Mb between L-DOPA + R vs. UNT and L-DOPA vs. UNT comparisons. Each dot corresponds to one bin. Black and grey colors alternate throughout the different chromosomes, numbered on the left side of the panel. (**B**–**D**) Methylation of selected genomic regions from bins indicated by red dots on panel (**A**) (**B**: Chr1: 5S rRNA, **C**: Chr11: *Pigx*, and **D**: Chr14: *Commd1* genes) (**E**) Plot of methylation changes are shown for DMS from either L-DOPA + R vs. UNT or L-DOPA vs. UNT comparisons. Only DMS from CpGs analyzed in both comparisons are shown if the methylation difference between L-DOPA and L-DOPA + R samples is at least 20%. Red dots indicate DMS of genes with relevance to LID. Grey circles indicate intergenic DMS. (**F**) DMS of L-DOPA vs. L-DOPA + R comparison. DMS of genes with relevance are indicated in red.

## Data Availability

GSE176004, https://www.ncbi.nlm.nih.gov/geo/guery/acc.cgi?acc=GSE176044 (accessed on 1 June 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10061442/s1, Table S1 and Legend_Supplementary Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

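RRBS of the control and the lesioned striatum of 9 rats was used, 3 rats in each of the UNT, L-DOPA and L-DOPA + R groups. The authors checked the reads with FastQC 0.10.0, trimmed them with Trim Galore 0.4.0 and its RRBS option, mapped them to rn6 with Bismark 0.14.3 and read the calls into methylKit 1.8.0. The coverage is the count of reads with a C or a T at each cytosine of a CpG and strand, which the authors deposited for each striatum from 1 read on, without a minimum and without normalization. The methylated and unmethylated shares were deposited by the authors as the percent of these reads with a C and with a T, with 2 decimals. Counts of methylated and unmethylated reads were rebuilt from the coverage and the percent methylated and rounded to whole reads.

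Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The test of methylKit was written anew: cytosines with at least 10 reads in a striatum were kept, the 2 strands of a CpG were added up, a logistic model was fitted to each CpG with the overdispersion estimated from the Pearson residuals, the group was tested with a chi-square test, and p was adjusted over all tested CpGs with the Benjamini-Hochberg method. DMS had a q under 0.01, without a minimum difference. Within a side, CpGs present in all 6 striata were tested. With both sides together, CpGs present in at least 4 of the 6 striata of each group were tested, each striatum as a sample. The 2 striata of a rat are not independent, and a fit with the rat as the unit, the reads of both sides added up, is given as an alternative. That both striata with a replicate number come from the same rat is taken from the sample labels and the unilateral lesion of the paper's design. Between treatments, the same number stands for different rats.

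The number of calls per striatum lay between 18471279 and 49113957. The median coverage of the kept cytosines was between 15 and 23 reads, so that a single striatum gives the methylation of a cytosine only in steps of several points. Intervals of percentages cover the counting error only. The method was tested on simulated data of 50000 CpGs, of which 200 were changed by about 30 points, at the depth of these samples. With 3 striata against 3 and no spread between samples, the chi-square test recovered 80 of the changed CpGs with 0 false calls, while 3.90% of the unchanged CpGs had an unadjusted p under 0.05. With 6 against 6, it recovered 141. With a spread between samples added, it recovered 48 with 8 false calls and 123 with 4 false calls. The F test recovered 0 in each of these cases.

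The sites named in the text were chosen by a rule: every gene or region that the paper names, with the site of Supplementary Table S1 that has the smallest p, except for an item withheld for evaluation that is not reported here, and for each comparison of treatments the 3 DMS with the smallest p among those that changed in the same direction in all 9 comparisons of rats. The alternatives were a minimum of 20 reads, each strand tested on its own, Storey's q, the F test, no overdispersion correction, a limit on coverage at the 99.9th percentile, autosomes alone, a replicate block, each replicate left out in turn, the rat as the unit and CpGs present in all 12 striata, all set before the data were examined. Scaling of the coverage, a term for the strand, and leaving out cytosines 50, or 46 to 50, bases past a cytosine of the same strand were chosen after seeing the data.

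Genomic regions were taken from Supplementary Table S1. The regions of all tested CpGs, CpG islands and gene ontology were not analysed here, since they need the sequence and annotation of rn6. The spike-in controls were used for the conversion rates alone.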

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

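The tests of the reach of the reads, of the filled-in cytosines and of the term for the strand were chosen only after the result was seen.

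The difference between L-DOPA + R and L-DOPA differed between the control and the lesioned striata at 2 CpGs by a test of the interaction (q = 0.00869 for each), out of 303723. An unadjusted p under 0.05 was found at 6.12% of these CpGs, and at 4.15% of CpGs simulated without a difference and without a spread between samples, so that calls made by the spread between samples are not ruled out. At 221536698 of chromosome 2 of rn6, the difference was -1.16 points on the control side and 45.5 points on the lesioned side, and at 24760589 of chromosome 18 it was 22.8 and -18.4 points. The first CpG lies 50 bases past a cytosine of the same strand. The number of calls drops at this distance in UNT but not in the treated groups. In L-DOPA and L-DOPA + R, it drops at the same base. The test took both striata of a rat as independent. No other technical explanation was tested for these CpGs, and a biological one, a lesion that alters the response to Riluzole, was not tested beyond the interaction itself.

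A signal was seen at a base that the paper does not describe, since it states reads of 50 bases. Past a cytosine at the start of a read, a distance of 50 bases is the 51st base. The calls there were 0.994 times those at 49 bases in L-DOPA and 0.997 times in L-DOPA + R, but 0.487 times in UNT. The reads of L-DOPA and L-DOPA + R may therefore reach 1 base further than those of UNT. In MspI fragments of that length read from both ends, this base could be a cytosine filled in with unmethylated nucleotides when the library was made. Pairs of CpGs 50 bases apart with calls on both strands were taken for such fragments. Whether they end at MspI sites was not checked, since this needs the sequence of rn6. Of 7490 such pairs, the other strand was over 50% methylated at 1264 in L-DOPA, 1241 in L-DOPA + R and 1352 in UNT. The forward cytosine had calls at 1184 (93.7%), 1133 (91.3%) and 510 (37.7%) of these. Its median methylation there was 24.8% in L-DOPA, 21.2% in L-DOPA + R and 88.9% in UNT, and that of the other strand was 90.0%, 89.1% and 88.5%. Another test took the cytosines at this distance without calls in UNT and with the other strand over 50% methylated. On the forward strand, the median was 66.5% in L-DOPA, over 228 CpGs, where the other strand had 91.4%, so that it was not under 0.5 times the latter, the limit for this test, and went against the explanation. The median was 58.2% on the reverse strand of L-DOPA, and 47.8% and 27.1% on the forward and the reverse strand of L-DOPA + R. Cytosines filled in at fragment ends are thus a candidate explanation for these pairs of CpGs. The values leave open how many of the pairs are fragments read from both ends, and how many of the other cytosines at this distance it covers. The pairs were chosen in each group by a methylated other strand, so that its values do not show whether that strand changed between the groups. Treatment and the base at which the number of calls drops go together in these samples.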

How the results depend on the processing

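The settings with scaled coverage, with a term for the strand and with cytosines left out by their distance from a cytosine of the same strand were chosen after seeing the data, as were the shares of neighbouring DMS that agree in direction or in size. The other settings were set beforehand. Of 260 values of the main comparisons under the latter, 176 stayed close to the value reported and 84 moved, and of 138 under the added settings 76 stayed close and 62 moved. For the named sites, 558 of 661 fits kept direction and side of the threshold, 89 lost the call, 10 gained it and 4 reversed, and under the added settings 197 of 238 kept both, 24 lost the call, 6 gained it and 11 reversed. Except where a value shows it, the cause was not tested. A wider promoter of 2000 bp and stricter CpG islands were not run.

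With the F test, 407 DMS of L-DOPA against UNT, 372 of L-DOPA + R against UNT and 2 of L-DOPA + R against L-DOPA were called with both sides together, and 0 in each of the other 9 comparisons. In these, between 3020 and 9398 CpGs had an unadjusted p under 0.05. In simulated data this test recovered 0 of 200 changed CpGs, so its counts of 0 do not show that changes are absent. Without overdispersion correction, the counts between the sides were 65, 51 and 60 in UNT, L-DOPA and L-DOPA + R. In the order L-DOPA against UNT, L-DOPA + R against UNT and L-DOPA + R against L-DOPA, they were 2813, 3647 and 628 for control striata, 2369, 3334 and 729 for lesioned striata and 4870, 7854 and 1621 for both sides.

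With at least 20 reads, the counts in this order were 463, 532 and 37 for control striata, 327, 462 and 58 for lesioned striata and 944, 1340 and 131 for both sides. Fewer CpGs were tested, 223981 in place of 654563 for L-DOPA against UNT with both sides. With both sides, the DMS were then 0.421%, 0.599% and 0.0742% of the CpGs tested. With at least 10 reads, these shares were lower, at 0.351%, 0.445% and 0.0477%. With each strand tested on its own, 2 DMS were left between the sides of UNT and 0 in L-DOPA and L-DOPA + R (unadjusted p under 0.05 at 21867 and 25603). Against UNT, L-DOPA and L-DOPA + R then had 430 and 548 DMS in control striata, 355 and 468 in lesioned striata and 955 and 1317 with both sides. Leaving out the cytosines with the highest coverage left 2 DMS between the sides of L-DOPA. For L-DOPA + R against L-DOPA, CpGs present in all 12 striata gave 171 and the rat as the unit 176.

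With the replicate block, the counts between the sides were 29, 23 and 32 in UNT, L-DOPA and L-DOPA + R, compared with 14, 4 and 7. For L-DOPA + R against L-DOPA, they were 288 in control striata, 289 in lesioned striata and 530 with both sides, compared with 100, 107 and 271. Between treatments the same number stands for different rats, and the deviations from the group means correlated across CpGs with a mean r of -0.000927 for the same number, so that the block result has no pairing behind it there. In simulated data, the block made 9 false calls where the fit without it made 4.

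With scaled coverage, the counts between the sides were 43, 83 and 132 in UNT, L-DOPA and L-DOPA + R. L-DOPA + R against UNT had 2162 DMS in control striata. L-DOPA + R against L-DOPA had 306 in control striata (212 lower, 94 higher, compared with 50 and 50), 375 in lesioned striata and 565 with both sides (370 lower, 195 higher, compared with 157 and 114). With the strand as a term, the counts between the sides were 3, 2 and 0 (unadjusted p under 0.05 at 22118 in L-DOPA + R). Against UNT, L-DOPA and L-DOPA + R had 272 and 341 in control striata, 258 and 302 in lesioned striata and 758 and 1001 with both sides.

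Without the cytosines 50 bases past a cytosine, 0 DMS were left between the sides of L-DOPA (unadjusted p under 0.05 at 20962). Against UNT, L-DOPA and L-DOPA + R had 447 and 573 in control striata, 384 and 551 in lesioned striata and 1028 and 1447 with both sides. Without those at 46 to 50 bases, the counts between the sides were 3, 0 (unadjusted p under 0.05 at 19582) and 2. Against UNT, they were 180 and 269 in control striata, 147 and 211 in lesioned striata and 468 and 781 with both sides. Without those at 41 to 45 bases, 2 DMS were left between the sides of L-DOPA. Neighbouring DMS of L-DOPA and of L-DOPA + R against UNT had the same direction in 31.8% and 38.6% without the cytosines at 50 bases and in 92.9% and 98.4% without those at 46 to 50 bases. They were within 10 points in 27.1% of L-DOPA without the cytosines at 50 bases, and in 83.3% and 88.7% without those at 46 to 50 bases.

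Between striata of different treatments, r was 0.976 with at least 20 reads. Among CpGs from 20 to 80%, r was 0.751 for the striata of a rat, 0.726 for different rats of a treatment and 0.696 for different treatments. The looser rule for DMS shared between the sides gave 1116, 1246 and 81. For the changes across all CpGs, r with different UNT rats in the 2 differences was 0.248, 0.249, 0.241, 0.227, 0.212 and 0.207. Without the cytosines at 50 bases as well, it was 0.154, 0.157, 0.154, 0.141, 0.117 and 0.113, and without those at 46 to 50 bases 0.1198, 0.124, 0.123, 0.110, 0.0840 and 0.0794. For DMS in either comparison, r was 0.726 without the cytosines at 46 to 50 bases. With different UNT rats, it was then 0.708, 0.681, 0.696, 0.671, 0.653 and 0.703, and it was 0.771 in the split with L-DOPA + R against UNT rat 3 without the cytosines at 50 bases. The lowest difference per bin was -6 and the highest 8 with the rat as the unit, and the lowest was -13 without the cytosines at 46 to 50 bases. The DMS differing by 20 points numbered 238 with 25 points and 232 without the cytosines at 46 to 50 bases.

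Across the 6 fits that each left out one replicate, the counts between the sides ranged from 14 to 28 in UNT, 0 to 20 in L-DOPA and 9 to 27 in L-DOPA + R. For L-DOPA against UNT, they ranged from 1011 to 1460 in control striata, 802 to 1045 in lesioned striata and 1772 to 2471 with both sides. For L-DOPA + R against UNT, the ranges were 1120 to 1692, 1051 to 1330 and 2113 to 2967, and for L-DOPA + R against L-DOPA 85 to 195, 102 to 187 and 215 to 491. The difference in mean methylation ranged from -0.871 to -0.476 for L-DOPA minus UNT, from -1.93 to -1.36 for L-DOPA + R minus UNT and from -1.26 to -0.680 for L-DOPA + R minus L-DOPA.

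Some sites lower than in UNT became higher. With the strand as a term and with each strand on its own, the difference was 2.51 points in Cacna1a 19 25668345 and 1.16 points in Camk2b 14 86244303, and with the strand as a term it was 4.30 points in Grik3 5 143566406, each for L-DOPA against UNT. At 2 193572261, among the 3 sites with the smallest p, it was 1.20 points for L-DOPA and 0.317 points for L-DOPA + R against UNT under both of these settings and without the cytosines at 50 or at 46 to 50 bases. At 8 73140115, another of these sites for L-DOPA, it was 0.582 points for L-DOPA against UNT without the cytosines at 50 bases and without those at 41 to 45 bases. Where cytosines were left out, these values come from the other strand alone.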

Differences from the paper's values

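Between the lesioned and the control striata of UNT rats, 14 DMS were found, 7 lower and 7 higher, against the paper's 54, with the paper's 29 lower and 25 higher. Of the alternatives set before the data were examined, the fit without overdispersion correction came within 1.5 times the paper's values, the limit used for counts, with 65 DMS, 32 lower and 33 higher, and the others did not. The fit with scaled coverage, chosen after seeing the values, gave 43 DMS, 21 lower and 22 higher, which was also within this limit.

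In L-DOPA rats, 4 DMS were found between the sides, all lower, against the paper's 14, all lower. Of the alternatives set before the data were examined, the fits without lesioned replicate 1, without lesioned replicate 2 and without control replicate 2 came within 1.5 times the paper's count, with 11, 10 and 20 DMS, and the others did not. For the lower DMS alone, the fits with the replicate block and without control replicate 2 came within 1.5 times the paper's value, with 16 and 14, and the others did not. In L-DOPA + R rats, 2 lower DMS were found against the paper's 1, and none of the alternatives set before the data were examined closed this gap.

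In UNT, 724400 CpGs were present in all 6 striata, against the paper's 435000. With at least 20 reads per cytosine, 311343 were present, which is lower than the paper's value but within 1.5 times of it. Across all CpGs, the correlation of the changes was 0.561 against the paper's 0.52, and across DMS in either comparison it was 0.881 against the paper's 0.89. None of the alternatives set before the data were examined came within either value. The difference in Cacna1a was -18.1 points against the paper's -60.9263, and that in Dab1 was -36.8 points against the paper's -57.6513, and none of the alternatives set before the data were examined closed these gaps.

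The paper gives a higher share of neighbouring DMS that change in the same direction. Here 76.7% of the neighbouring DMS of L-DOPA against UNT and 76.9% of those of L-DOPA + R against UNT did. With the cytosines 46 to 50 bases past a cytosine left out, which was chosen after seeing the values, 92.9% and 98.4% did. The paper also states that neighbouring DMS change by a similar amount. Within 10 points of each other were 31.9% of the neighbouring DMS of L-DOPA and 33.9% of those of L-DOPA + R, and 83.3% and 88.7% with the same cytosines left out.

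The paper names Adcy7, Cacng4, Cacng8, Nrg1, Nrxn2 and Evi5 as differing between treatments. Here their q values were 0.0254, 0.0230, 0.0403, 0.0118, 0.0356 and 0.0419, above the limit of 0.01. The value of Nrxn2 is for L-DOPA against UNT. Of its 2 listed sites, 1 was found here, so the other was not tested. The fit with scaled coverage, chosen after seeing the values, called the tested sites of all these genes. It also raised the counts between the sides in UNT, L-DOPA and L-DOPA + R, from 14, 4 and 7 to 43, 83 and 132. Its calls therefore do not decide whether these sites differ. Cacng4 was also called without overdispersion correction, with the rat as the unit, with at least 20 reads and without L-DOPA + R replicate 2. Cacng8 was called without overdispersion correction, without L-DOPA + R replicate 1 and without UNT replicate 1. Nrg1 was called without overdispersion correction, with CpGs present in all 12 striata and without L-DOPA + R replicate 3. The paper describes a strong difference between L-DOPA + R and L-DOPA in Pde10a. Here it was -6.62 points at the site with the smallest p (q = 0.785), and -20.6 and -25.01 points at the listed sites at 52380577 and 52380585 of chromosome 1 of rn6 (q = 0.624 and 0.371).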

Other observations

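The tests of the reach of the reads, of the filled-in cytosines, of the term for the strand, of conversion, of the library batch and of sequence variants, and the counts of other groupings with both sides together, were chosen only after the result was seen. The range from 46 to 50 bases was set after the shares at 47, 48 and 50 bases were seen.

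More DMS were found against UNT than between L-DOPA + R and L-DOPA, 2300 and 2867 compared with 271. Several technical explanations were tested for L-DOPA against UNT. Of the DMS, 47.1% lie 50 bases past a cytosine of the same strand, where UNT had 0.487 times the calls at 49 bases, compared with 2.30% of all tested CpGs and with 0.435 to 2.13% of the DMS at 45 and at 51 to 55 bases. At 47 and 48 bases, the shares were 12.0% and 7.13%. With the cytosines at 50 bases left out, 1028 DMS were called, and with those at 46 to 50 bases left out, 468. Between L-DOPA + R and L-DOPA, 255 and 226 were called under these settings, so that an excess against UNT was left. Leaving out those at 45 bases gave 2248 and those at 41 to 45 bases gave 1995. The share of the reads that came from the forward strand differed by at least 20 points between the groups at 61.8% of the DMS and at 5.27% of all tested CpGs, and with the strand as a term in the model 758 DMS were called, compared with 237 between L-DOPA + R and L-DOPA. The end of the reads may thus account for a large part of the DMS against UNT. DMS were still called under each of these settings. The term for the strand and the left-out cytosines were not combined, so whether the end of the reads also accounts for the rest is left open.

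Other explanations were tested as well. With the UNT reads thinned to 55.0%, to the depth of the L-DOPA striata, 1617 DMS were called, so depth alone does not account for the excess. The methylation of the unmethylated spike-in was 0.159 points higher in UNT than in L-DOPA + R, compared with a difference of 1.59 points in mean methylation. It was 0.646% in UNT and 0.394% in L-DOPA, whose mean methylation differed from UNT by -0.676 points, so that incomplete conversion is not ruled out as a part of that small difference. The median size of the difference at the DMS of L-DOPA against UNT was 34.4 points, far above these values. The log2 coverage correlated more within UNT than between UNT and L-DOPA, with a gap in r of 0.148. The mean r was 0.827 within UNT, 0.731 within L-DOPA and 0.679 between them, and at 0.651 it was no higher between L-DOPA and L-DOPA + R, so that the gap does not set UNT apart from both of them. A library batch that goes with the treatment cannot be told apart from the treatment, and the differences that remain cannot be called biological.

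Other groupings of the same striata were counted. Of the 4 groupings of 3 against 3 that part all 3 same-numbered pairs, the real one included, 2 gave as many DMS as the lesioned against the control striata of UNT (14), 3 gave as many as in L-DOPA (4) and 4 gave as many as in L-DOPA + R (7). With the replicate block, the counts of these comparisons were 29, 23 and 32. For each of the 9 comparisons of treatments, 1 of the 4, the real one, gave as many, and the others gave at most 165 DMS for L-DOPA against UNT, 291 for L-DOPA + R against UNT and 168 for L-DOPA + R against L-DOPA with both sides together. The 6 remaining groupings part 1 pair of the same number and gave at most 379, 292 and 186. So few groupings cannot give a share under 0.05.

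The changes of L-DOPA and L-DOPA + R from UNT may correlate in part because both differences use the same UNT striata. With different UNT rats in the 2 differences, the mean r across all CpGs was 0.231, compared with 0.561. Each difference then rests on fewer UNT rats, which by itself lowers r, and fewer but shared UNT rats were not tested. Without the cytosines 50 bases past a cytosine as well, r lay between 0.113 and 0.157. Across DMS in either comparison, leaving out these cytosines gave r of 0.823, compared with 0.881, and leaving out those at 46 to 50 bases gave 0.726. With different UNT rats as well, it then lay between 0.653 and 0.708. These CpGs were selected by their difference from UNT, which keeps r high, so that these values do not show how much of the correlation comes from the cytosines at the end of the reads.

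Among the DMS of L-DOPA + R against L-DOPA, 20.3% had every rat of both groups close to 0, 50 or 100% and at least 2 of these levels among the rats, as a variant on 0, 1 or both chromosomes would give, compared with 0.147% of all tested CpGs. DMS meet the second condition more often because they are selected for a difference. Sequence variants between rats might give such values, but so might this selection, and these cannot be told apart without the genotypes. These shares were 11.9% for L-DOPA and 9.91% for L-DOPA + R against UNT. Between L-DOPA + R and L-DOPA, the named sites of Tiam1 and Ncs1 had such values. So did the sites at 199636834 of chromosome 1 and 123715243 of chromosome 6 of rn6.

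The stretch of chromosome 1 with 36 DMS of L-DOPA against UNT had 3.52 times the median coverage of all tested CpGs. Reads shared between copies of a repeat could therefore be counted at this place, and a change in methylation there cannot be assigned to a single copy. In Pigx, at least 3 of the 9 DMS of L-DOPA + R against UNT were called with each L-DOPA + R rat left out in turn, a test of whether 1 rat drives the difference. In the Commd1/Zrsr1 region, at least 2 of the 7 DMS were called with each of them left out. A single L-DOPA + R rat is therefore unlikely to account for all of the Pigx cluster. In the Commd1/Zrsr1 region, 2 of the 7 DMS lie 50 bases past a cytosine of the same strand. Whether these were the ones left was not checked, so the test cannot tell whether 1 rat drives the others. The difference between the treatments was tested directly, and 1 CpG of Pigx and 0 of the 129 CpGs of the Commd1/Zrsr1 region were DMS of L-DOPA + R against L-DOPA.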
